# In utero gene expression in the *Slc39a8(neo/neo*) knockdown mouse

**DOI:** 10.1038/s41598-018-29109-y

**Published:** 2018-07-16

**Authors:** Jing Chen, Marina Gálvez-Peralta, Xiang Zhang, Jingyuan Deng, Zijuan Liu, Daniel W. Nebert

## Abstract

*Slc39a*8 encodes ZIP8, a divalent cation/bicarbonate symporter expressed in pluripotent mouse embryonic stem cells, and therefore ubiquitous in adult tissues; ZIP8 influxes Zn^2+^, Mn^2+^ and Fe^2+^. *Slc39a8(neo/neo)* knockdown mice exhibit 10–15% of wild-type ZIP8 mRNA and protein levels, and show pleiotropic phenotype of stunted growth, neonatal lethality, multi-organ dysmorphogenesis, and dysregulated hematopoiesis manifested as severe anemia. Herein we performed RNA-seq analysis of gestational day (GD)13.5 yolk sac and placenta, and GD16.5 liver, kidney, lung, heart and cerebellum, comparing *Slc39a8(neo/neo)* with *Slc39a8*(+/+) wild-type. Meta-data analysis of differentially-expressed genes revealed 29 unique genes from all tissues — having enriched GO categories associated with hematopoiesis and hypoxia and KEGG categories of complement, response to infection, and coagulation cascade — consistent with dysregulated hematopoietic stem cell fate. Based on transcription factor (TF) profiles in the JASPAR database, and searching for TF-binding sites enriched by Pscan, we identified numerous genes encoding zinc-finger and other TFs associated with hematopoietic stem cell functions. We conclude that, in this mouse model, deficient ZIP8-mediated divalent cation transport affects zinc-finger (*e.g*. GATA proteins) and other TFs interacting with GATA proteins (*e.g*. TAL1), predominantly in yolk sac. These data strongly support the phenotype of dysmorphogenesis and anemia seen in *Slc39a8(neo/neo)* mice in utero.

## Introduction

Starting with a Cd^2+^-induced testicular necrosis phenotype and genetically “sensitive” vs “resistant” inbred mouse strains, this laboratory identified *Slc39a8* (encoding the ZIP8 transporter) as the major gene responsible for this trait^1–3^. ZIP8 functions as a Zn^2+^**/**(HCO_3_^−^)_2_, Mn^2+^**/**(HCO_3_^−^)_2_ or Cd^2+^**/**(HCO_3_^−^)_2_ symporter, in each case moving all three ions of the complex into the cell in an electroneutral manner^4^. ZIP8 has also been shown to import divalent iron and cobalt^5^. Moreover, ZIP8 transports selenium in the form of selenite into the cell — presumably as a Zn^2+^**/**(HCO_3_^−^)(HSeO_3_^−^) electroneutral complex^6^. In mammalian cell and *Xenopus* oocyte cultures, Mn^2+^ and Fe^2+^ are able to substitute for the Zn^2+^ cation^5,7,8^. It is possible that metal-ion specificity of ZIP8-mediated uptake in the intact animal might be dependent on organ and/or cell-type.

Developmentally, ZIP8 is expressed in mouse visceral endoderm at gestational day (GD)7.5 [ref.^9^], in the gastrula stage^10^, and in pluripotent embryonic stem cells^11^. These findings are compatible with the observation of early embryolethality, seen in *Slc39a8(−*/*−)* knockout mice when the gene is globally 100% ablated^12^.

During creation of a *Slc39a8* conditional knockout construct^12^, the *Frt*-flanked neomycin-resistance mini-gene *neo* (transcribed in reverse orientation) was inserted into intron 3, combined with *loxP* sites in introns 3 and 6. Fortuitous retention of the *neo* mini-cassette produced a unique hypomorph displaying 10–15% of wild-type levels of ZIP8 mRNA and protein in all tissues examined^1–3^. The *Slc39a8(neo/neo)* mouse has been extensively characterized: pleiotropic effects include stunted growth, neonatal lethality, shortened limbs and deformed skull, severe anemia, dysregulation of hematopoiesis, and multi-organ dysmorphogenesis; consistent with the severe anemia — striking decreases in size of placenta, and size and number of hematopoietic islands are seen in *Slc39a8(neo/neo)* GD13.5 yolk sac and placenta, as well as in GD16.5 liver^13^.

A *Slc39a8* inducible-global knockout and a *Slc39a8* hepatocyte-specific conditional knockout, created independently, exhibited striking decreases in Mn^2+^ concentrations in multiple organs tested; authors also found lowered levels of two Mn^2+^-dependent enzymes – arginase and β-1,4-galactosyltransferase activities – and evidence that hepatic ZIP8 rescues Mn^2+^ from bile and regulates whole-body Mn^2+^ homeostasis^14^. The *Slc39a8* global knockout shows striking cardiac extracellular matrix accumulation, suggesting that *Slc39a8* expression is essential for development of ventricular compaction^15^.

These mouse data^1–16^, summarized in Table 1, underscore the likely fundamental importance of ZIP8-mediated physiological functions in a large variety of tissues and cell-types. The gene was originally discovered in human monocytes^17^. More recently, a growing number of clinical studies of *SLC39A8* variants have shown the pleiotropic effect of deficient ZIP8 function: during early development^18–20^ and in liver^14,18,19^, kidney^21^, lung^22–25^, heart/cardiovascular system^21,26–31^, whole blood^32^, immune system^17,22–25^, brain^20,33,34^ including cerebellum^18,19^, eye^35^, gastrointestinal tract^36^, and musculoskeletal system^18,19,37,38^ (Table 1). In the present study, we chose to carry out RNA-seq analysis on seven tissues: GD13.5 yolk sac and placenta, plus GD16.5 fetal liver, kidney, lung, heart and cerebellum.

**Table 1:** Properties and phenotypes reported, to date, for mammalian *SLC39A8* gene.

Organ or system	Properties/Phenotypes of mammalian *SLC39A8* gene (and its encoded ZIP8 transporter)	References
Systemic	Mouse ZIP8 transports Zn^2+^, Mn^2+^, Cd^2+^/and probably Fe^2+^ and Co^2+^ — each presumanly as a M^++^/(HCO_3_^−^)_2_ electroneutral complex, moving ions into the cell; *Slc39a8(neo/neo)* knockdown fetus exhibits stunted growth, and neonatal lethality; Human SLC39A8 regulates manganese homeostasis and manganese-dependent enzyme activities, posttranslational glycosylation, and causes mitochondrial disorders; Mouse ZIP8 is required for Mn^2+^-dependent enzyme activities; Human *SLC39A8* variant associated with increased body mass index	^2, 4, 5, 7, 13, 14, 19, 20, 32, 79^
Developmental	Mouse *Slc39a8* expressed in visceral endoderm at gestational day (GD)7.5, in the gastrula at earlier development, and expressed in pluripotent embryonic stem cells; Mouse *Slc39a8(neo/neo)* global knockout is early embryo-lethal; *Slc39a8(neo/neo)* knockdown fetus exhibits multi-organ dysmorphogenesis and decreases in size of placenta	^9– 13, 18– 20, 80^
Liver	Mouse *Slc39a8(neo)* allele is associated with highly significantly decreased liver size; Mouse ZIP8 transports selenium, presumably as a Zn^2+^/(HCO_3_^−^)(HSeO_3_^−^) electroneutral complex; Mouse hepatic ZIP8 rescues Mn^2+^ from bile, regulates whole-body Mn^2+^ homeostasis, and modulates activity of Mn^2+^-dependent enzymes	^6, 13, 14, 18, 19^
Kidney	Mouse *Slc39a8(neo)* allele is associated with highly significantly decreased kidney size; Human *SLC39A8* variant associated with blood pressure	^13, 21^
Lung	Mouse *Slc39a8(neo)* allele is associated with highly significantly decreased lung size; Human ZIP8 participates in Zn^2+^-mediated cytoprotection in lung inflammation	^13, 22, 23^
Cardiovascular system	Mouse *Slc39a8(neo/neo)* knockdown fetus shows trend^a^ toward enlarged heart size; Human *SLC39A8* variant associated with increased serum lipid levels, regulation of blood pressure, and risk of coronary artery disease; Human *SLC39A8* variant associated with increased risk of acute coronary syndrome; Human *SLC39A8* variant associated with increased risk of increased atherosclerosis in smokers; Mouse *Slc39a8* is essential for cardiac ventricular compaction	^13, 15, 21, 26– 31^
Blood chemistry	Mouse *Slc39a8(neo/neo)* neonate shows significantly decreased total iron, total iron-binding capacity, serum ALT & AST levels,^b^ and serum triglyceride levels; Human *SLC39A8* variant associated with blood levels of toxic metals	^13, 32^
Hematological system	Mouse *Slc39a8(neo/neo)* knockdown fetus exhibits severe anemia and dysregulation of hematopoiesis; *Slc39a8(neo/neo)* GD13.5 yolk sac and placenta shows smaller size and number of hematopoietic islands; *Slc39a8(neo/neo)* GD16.5 liver reveals decreased size and number of hematopoietic islands	^13^
Immune system	ZIP8 originally discovered in human monocytes; Human ZIP8 participates in Zn^2+^-mediated immune response to inflammation, participates in innate immune response to endotoxin-induced macrophage inflammation, and host response in macrophages to *Mycbacterium tuberculosis*	^17, 22– 25^
Central nervous system	Mouse *Slc39a8(neo/neo)* knockdown fetus shows trend^a^ in smaller size of cerebrum and cerebellum; Human *SLC39A8* variant associated with increased risk of schizophrenia; Human *SLC39A8* variant associated with impaired intellectual ability and cerebellar atrophy	^13, 18– 20, 33, 34^
Eye	Human *SLC39A8* variant associated with retinal iron accumulation	^35^
Spleen	Mouse *Slc39a8(neo)* allele is associated with highly significantly decreased spleen size	^13^
Gastrointestinal tract	Human *SLC39A8* variant associated with Crohn disease and human gut microbiome composition	^36^
Musculoskeletal system	Mouse *Slc39a8(neo/neo)* knockdown fetus exhibits shortened limbs, and deformed skull; Human *SLC39A8* variant associated with pathogenesis of osteoarthritis; Human *SLC39A8* variant associated with severe limb malformations	^13, 18, 19, 37, 38^
Reproductive system	Mouse *Slc39a8* variant is associated with Cd^2+^-induced testicular necrosis	^1– 3, 16^

^a^The term “trend’” denotes *P*-value > 0.05 < 0.10.

^b^ALT, alanine aminotransferase (common measurement used to assess damage largely in liver); AST, aspartate aminotransferase (common measurement used to assess damage in heart, skeletal muscle, kidney and brain, as well as liver.

## Results

### Phenotype

Compared with *Slc39a8*(+/+) wild-type, the *Slc39a8(neo/neo)* fetuses and newborns were remarkably abnormal with dysmorphogenesis and severe anemia (Fig. 1); even placenta and yolk sac showed gross anemia^13^.

**Figure 1:**
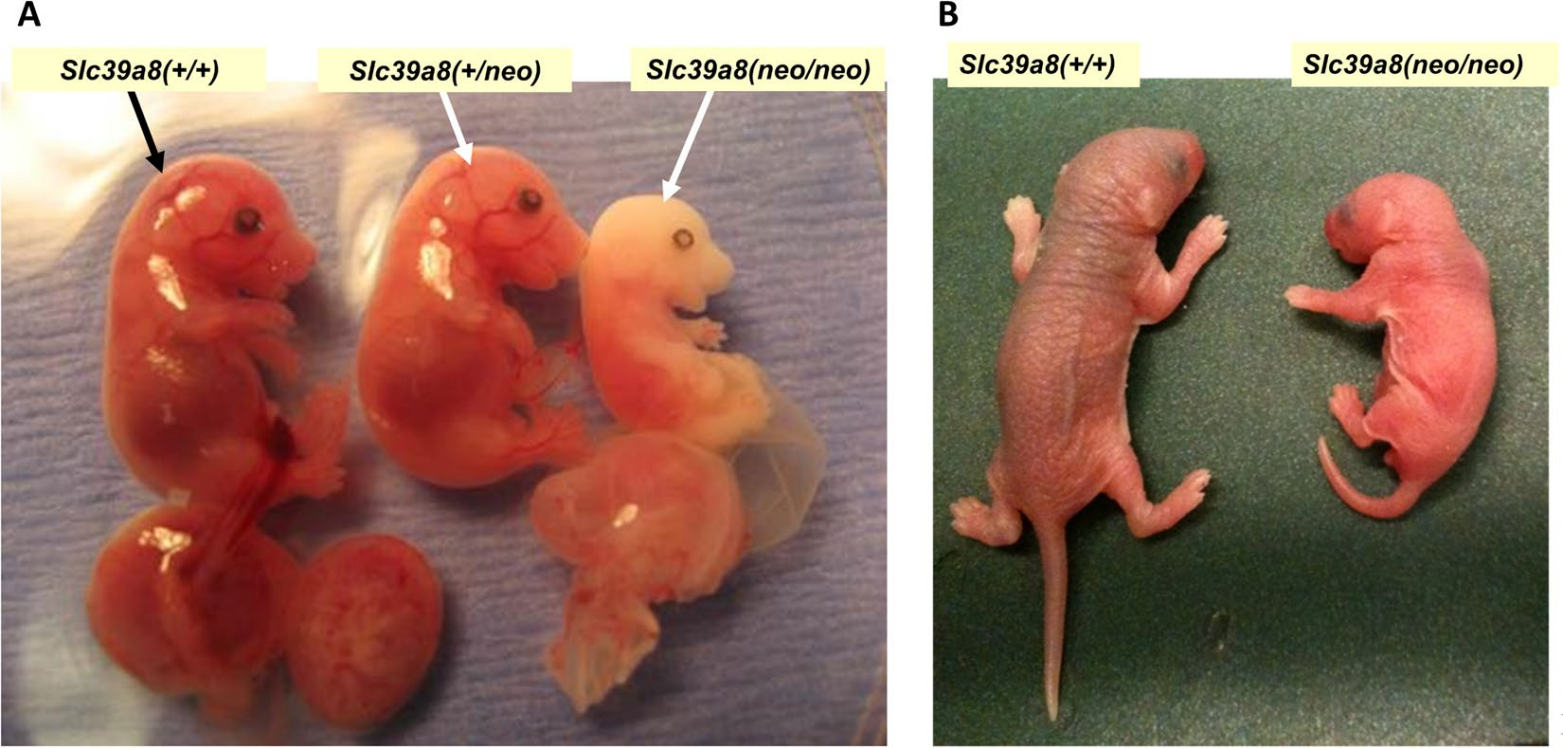
Phenotype of *Slc39a8*(+/+), *Slc39a8*(+*/neo)*, and *Slc39a8(neo/neo)* littermates. (**A**) GD16.5 pups with corresponding placentas below. *Slc39a8(neo/neo)* mice were remarkably abnormal – showing deformed skull and shortened limbs, as well as severe anemia, from the time during development that an embryonal sac can first be observed. (**B**) Newborns, postnatal day 1 – shortly before death of the *Slc39a8(neo/neo)* homozygote. Compared with *Slc39a8*(+/+) wild-type and *Slc39a8*(+*/neo)* heterozygotes that are pink in color and normal in size, the *Slc39a8(neo/neo)* littermates are extremely pale, show stunted growth, and deformed skulls and limbs. *Slc39a8(neo/neo)* liver, kidney, lung, spleen, cerebrum and cerebellum were all statistically significantly smaller in size than that in *Slc39a8*(+/+) or *Slc39a8*(+*/neo)* littermates^13^. For the RNA-seq analysis described herein, *Slc39a8*(+*/neo)* littermates were not studied.

### Analysis of differentially-expressed genes in individual tissues

Differential-expression analysis started with low-expression filtering, following which 6,249 genes were removed and 17,163 genes retained (having CPM >1 in at least three samples). 

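The table of read counts per gene that the authors deposited, with Entrez identifiers, covered 40 RNA-seq libraries from 7 tissues. Yolk sac and placenta came from GD13.5, and the other 5 tissues, among them liver, from GD16.5. Each genotype had 3 libraries per tissue, except in liver, where the table held 2 libraries per genotype. Each library was made from RNA pooled from several mice, so the replicates are pools rather than single embryos. All 17163 genes of the table passed the low-expression filter, and 17111 of them matched a gene symbol of the mm10 reference. Total counts ranged from 1959823 to 12433425 per library, with a median of 6127067.5. Counts were normalized by TMM, and each tissue was fitted alone with edgeR's quasi-likelihood test, followed by Benjamini-Hochberg adjustment over the 17163 genes. Lists of genes of blood cells, hypoxia, metals, hepatic secretion and other cell types were fixed before the data were examined, as were the tests and the rule for naming genes. The paper had been seen by then, and some listed genes are ones it reports as changed in these samples. Hbb-b1 and Hbb-b2, the adult beta-globin genes, held nearly the same counts, with a largest difference of 0.00393% in any library, and are read here as 1 measurement. Hba-a1 and Hba-a2, the adult alpha-globin genes, differed by at most 0.0550%.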

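In yolk sac, 6 genes were up-regulated and 0 were down-regulated in Slc39a8(neo/neo) at FDR < 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Igfbp1 encodes a secreted protein that binds insulin-like growth factors and is induced by hypoxia. Its level was 9.38 ± 2.17 CPM (SD, n = 3) in wild-type and 70.8 ± 16.7 CPM (SD, n = 3) in neo/neo, a log2 fold-change of 2.91 (standard error 0.27, adjusted p = 0.0141 from edgeR). Vldlr, a lipoprotein receptor, had a log2 fold-change of 1.60 (standard error 0.22), and Gm853 had a log2 fold-change of 3.18, while 2610528A11Rik was also up-regulated (the functions of these last genes are not given in the sources used here). The other genes up-regulated were Egln3, a prolyl hydroxylase that acts on hypoxia-inducible factors, and Adh7, an alcohol dehydrogenase. In placenta, Hemgn, which encodes a nuclear protein of erythroid precursors, was the only gene called. It rose from 1.36 ± 1.22 CPM (SD, n = 3) to 25.9 ± 12.2 CPM (SD, n = 3), a log2 fold-change of 4.25 (standard error 0.55, adjusted p = 0.00878 from edgeR). In liver, kidney, lung, heart and cerebellum, edgeR called 0 genes. At an unadjusted p under 0.05 it listed 621, 1105, 662, 402 and 528 genes in these 5 tissues, where chance alone gives 858. DESeq2 called 45 genes in yolk sac, 3 in placenta, 2 in liver, 26 in kidney, 6 in lung, 1 in heart and 0 in cerebellum. The count in yolk sac was 0 without wild-type replicate 32 and 54 without wild-type replicate 34, and Hemgn in placenta was no longer called without wild-type replicate 29 (adjusted p = 0.477 from edgeR). On leaving out 1 library, edgeR's counts ranged from 0 to 109 in placenta, 0 to 9 in lung, 0 to 19 in heart and 0 to 6 in cerebellum, and stayed at 0 in kidney.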

The number of significant differentially-expressed genes (Table 2) included 15 in yolk sac, two in placenta, one in liver, 13 in lung, but none in kidney, heart and cerebellum. Two genes (*Adh*7 and *Zbtb8b*) encode Zn^2+^-containing proteins. 

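Adh7 (Entrez 11529) encodes a class IV alcohol dehydrogenase and lies on chromosome 3 of mm10 from 138198064 to 138232042, on the chromosome that carries Slc39a8. Its level in yolk sac was 1.59 ± 0.308 CPM (SD, n = 3) in wild-type and 11.7 ± 0.981 CPM (SD, n = 3) in neo/neo, a 7.29-fold difference (adjusted p = 0.0165 from edgeR). The lowest neo/neo library had 11.0 CPM and the highest wild-type library 1.85 CPM. Zbtb8b (Entrez 215627), a zinc-finger gene on chromosome 4 from 129425765 to 129446969, had 1.04 ± 0.540 CPM (SD, n = 3) in wild-type and 6.26 ± 2.16 CPM (SD, n = 3) in neo/neo. Its log2 fold-change was 2.56 (standard error 0.44), and it did not pass FDR < 0.1 (adjusted p = 0.241 from edgeR). Among 6 measured genes of the response to zinc, such as the metallothioneins that bind it, 5 had estimates above 0 in yolk sac, with a median log2 fold-change of 0.50 that did not pass the list test (adjusted p = 0.118 from limma's camera). Mt2, a metallothionein, passed when adjusted over the list alone and did not pass over all genes, with 36.7 ± 12.5 CPM (SD, n = 3) in wild-type and 74.8 ± 8.01 CPM (SD, n = 3) in neo/neo. The call on Adh7 was lost without wild-type replicate 32 (adjusted p = 0.259 from edgeR) and without neo/neo replicate 26 (adjusted p = 0.110 from edgeR).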

A heat map (Supplementary Data Figure S1) shows intensities of each gene expression.

**Table 2:** Genes differentially regulated with FDR < 0.1, when comparing *Slc39a8(neo/neo)* with *Slc39a8*(+/+) wild-type.

Gene symbol	Official gene name	Average expression (RPKM)^a^	Fold-Change	log_2_ Fold-Change	*P*_val_	*P*_adj_
	GD13.5 YOLK SAC					
^b^ *Gbp1*	**guanylate-binding protein 1**	15.1	19.23456	+4.265629	5.00E-05	0.070067
*Stc2*	stanniocalcin 2	28.3	15.36555	3.941627	1.25E-12	8.15E-09
*2610528A11Rik*	RIKEN cDNA 2610528A11 gene	20.3	14.19895	3.827712	7.79E-10	3.05E-06
*Gm853*	predicted gene 853	17.5	9.210799	3.203326	1.74E-07	0.000487
*Igfbp1*	insulin-like growth factor-binding protein 1	248.6	7.475471	2.902165	2.08E-14	4.08E-10
^c^ *Adh7*	alcohol dehydrogenase 7 (class IV), μ or σ polypeptide	41.1	7.286177	2.865162	1.67E-10	8.20E-07
^c^ *Zbtb8b*	zinc-finger and BTB domain-containing 8b	22.7	5.996628	2.584151	2.51E-05	0.037875
*Pkhd1l1*	polycystic kidney and hepatic disease 1-like 1	246.1	4.879078	2.286609	1.09E-12	8.15E-09
*Lancl3*	LanC lantibiotic synthetase component C-like 3 (*bacterial*)	24.0	4.443403	2.151665	2.22E-05	0.037875
*Reln*	Reelin	63.4	4.442197	2.151274	7.02E-05	0.091747
*Egln3*	EGL nine homolog 3 (*C. elegans*)	97.8	4.218064	2.076581	4.61E-09	1.51E-05
^b^ *Hemgn*	**Hemogen**	56.0	3.825722	+1.935732	5.02E-07	0.001095
*Slc30a10*	solute carrier family 30, member 10	38.1	3.592453	+1.844969	2.38E-05	0.037875
*Vldlr*	very-low-density lipoprotein receptor	278.3	3.005814	1.587756	2.19E-07	0.000538
^b^ *Hbb-y*	**hemoglobin Y, beta-like embryonic chain**	19218.6	0.306581	−1.70566	2.09E-06	0.0041
	**GD13.5 PLACENTA**					
^b^ *Hemgn*	**hemogen**	72.1	18.87205	+4.238179	2.15E-06	0.045538
^b^ *Gbp1*	**guanylate-binding protein 1**	51.3	5.689857	2.508392	6.52E-06	^d^ 0.069045
	**GD16.5 LIVER**					
*6030408B16Rik*	RIKEN cDNA 6030408B16 gene	693.3	0.179781	−2.47569	3.07E-06	^d^ 0.061137
	**GD16.5 KIDNEY**					
	NO SIGNIFICANT GENES FOUND					
	**GD16.5 LUNG**					
^b^ *Afp*	**alpha-fetoprotein**	569.1	0.256586	−1.96249	5.30E-06	0.008782
*Ahsg*	alpha-2-HS-glycoprotein	68.3	0.241724	−2.04857	6.85E-07	0.001512
*Pzp*	pregnancy-zone protein	121.7	0.234948	−2.08958	2.53E-06	0.005029
*Serpina1c*	serine (or cysteine) peptidase inhibitor, clade A, member 1C	25.8	0.224163	−2.15738	2.67E-05	0.040878
^b^ *Fgg*	**fibrinogen γ-chain**	125.3	0.210643	−2.24712	1.10E-08	5.47E-05
*Serpina1b*	serine (or cysteine) preptidase inhibitor, clade A, member 1B	40.9	0.210225	−2.24999	4.19E-07	0.001042
*Ttr*	transthyretin	61.2	0.209949	−2.25189	8.56E-08	0.000272
^b^ *Kng1*	**kininogen 1**	41.5	0.196759	−2.34550	9.57E-08	0.000272
^b^ *Fgb*	**fibrinogen β-chain**	96.2	0.195113	−2.35762	1.06E-10	2.11E-06
^b^ *Fga*	**fibrinogen α-chain**	90.3	0.191209	−2.38678	3.55E-10	3.53E-06
*Serpina6*	serine (or cysteine) peptidase inhibitor, clade A, member 6	72.8	0.170657	−2.55083	4.07E-09	2.70E-05
^b^ *Ambp*	α1-microglobulin/bikunin	15.3	0.088155	−3.50381	3.98E-06	0.007188
*Itih3*	inter-α trypsin inhibitor, heavy chain 3	25.2	0.084581	−3.56353	2.61E-08	0.000104
	**GD16.5 HEART**					
	NO SIGNIFICANT GENES FOUND					
	**GD16.5 CEREBELLUM**					
	NO SIGNIFICANT GENES FOUND					

^a^RPKM, “number of Reads-Per-Kilobase-of-transcript-per-Million mapped reads”.

^b^Genes that are erythropoiesis- and hypoxia-related – including those involved in iron transport; these also include all platelet and white-cell types and functions because all are derived from hematopoietic stem cells.

^c^These two genes encode Zn^2+^-containing proteins. ADH7 is an enzyme, and ZBTB8B is a Zn^2+^-finger TF.

^d^Although 31 genes are listed, these two are not statistically significant (*i.e. P* > 0.05 when *P*_adj_ is taken into account).

In order to get sufficient numbers of differentially-expressed genes, a relaxed cut-off was used (significant at *P* < 0.05 and absolute fold-change >2) for all statistical functional enrichment analyses. KEGG pathways affected by differentially-expressed genes comprised: in yolk sac, *two* (“malaria” and “African trypanosomiasis”) down-regulated in *Slc39a8(neo/neo)* compared with wild-type; in kidney *one* down-regulated (“tight junction”); and in lung *two* down-regulated (“complement” and “coagulation cascades”) and *one* up-regulated (“*Staphylococcus aureus* infection”). 

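Transcripts of proteins that liver secretes into blood were lower in Slc39a8(neo/neo) lung. Itih3, whose product binds hyaluronan in serum, had 7.36 ± 0.698 CPM (SD, n = 3) in wild-type lung and 0.618 ± 0.454 CPM (SD, n = 3) in neo/neo lung, a log2 fold-change of -3.63 (standard error 0.50, unadjusted p = 7.21e-05 from edgeR's quasi-likelihood test). C3, the central component of complement, had a log2 fold-change of -2.43, and F5 and Fga, which encode coagulation factor V and a fibrinogen chain, had log2 fold-changes of -1.96 and -2.47. Of 54 genes of complement and coagulation, 38 were lower and 15 higher in estimate, and 17 passed the relaxed cut-off, all of them lower. The overlap had an odds ratio of 15.3 (Fisher's exact test, adjusted p = 1.5e-12). The median log2 fold-change of the list was -1.10 (adjusted p = 2.4e-06 from limma's camera, adjusted p = 0.814 with an estimated correlation). At FDR < 0.1 over all genes, edgeR called 0 genes of the list and DESeq2 6 genes in the whole of lung, while 6 members were lower when adjusted over the list alone. Of 33 genes that mark hepatocytes, such as Ambp, 30 were lower and 2 higher in neo/neo lung in estimate, with a median log2 fold-change of -2.21 (adjusted p = 1.7e-24 from camera, adjusted p = 0.814 with an estimated correlation). Of these, 26 passed the relaxed cut-off and 27 when adjusted over the list alone. The list includes lung genes of the paper's Table 2, such as Itih3, Ambp and Fga, which were chosen on these samples. These counts and p-values are therefore not independent evidence. Over 19 abundant hepatocyte genes outside Table 2, the median was -1.88 (adjusted p = 1.2e-11 from camera, adjusted p = 0.814 with an estimated correlation). The median level of 39 hepatocyte genes was 4.03%, 4.09% and 4.00% of their level in liver in wild-type lung replicates 22, 7 and N2. It was 0.243%, 0.237% and 2.10% in neo/neo replicates 12, 17 and 2. The library labelled wild-type replicate 7 correlated best with kidney. Without neo/neo replicate 2 the median log2 fold-change of the 33 genes was -3.94. In liver itself, the 54 genes of complement and coagulation did not pass the list test (median log2 fold-change -0.19, adjusted p = 0.151 from camera), though they did without neo/neo replicate 11 (adjusted p = 0.0517 from camera) or wild-type replicate N1 (adjusted p = 0.0919 from camera). The 33 hepatocyte markers were called lower in liver, with 25 lower and 8 higher in estimate and a median log2 fold-change of -0.30 (adjusted p = 0.0773 from camera, adjusted p = 0.814 with an estimated correlation), and 0 of them passed the relaxed cut-off in edgeR. That call was lost without neo/neo replicate 11 (median -0.32) or wild-type replicate 6 (-0.17) or N1 (-0.23).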

Significant KEGG categories included “complement”, “response to infection”, and “coagulation cascade”. All these pathways are consistent with ZIP8 deficiency causing dysregulated hematopoietic stem cell fate in *Slc39a8(neo/neo)*.

### Global Transcriptome Analysis

RNA-seq analysis confirmed that expression intensities are distinctly different across the seven tissues examined (Fig. 2). 

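Marker genes of 3 tissues, kidney, lung and cerebellum, were compared between libraries. Slc12a1 encodes the sodium, potassium and chloride cotransporter of the kidney tubule, Sftpc the surfactant protein C of alveolar epithelium, and Snap25 a synaptic protein of neurons. Of the 40 libraries, 37 correlated best, across genes, with the other libraries of their own tissue, with a median Spearman correlation of at least 0.946, and 3 correlated best with another tissue. The library labelled lung wild-type replicate 7 had a median correlation of 0.933 with the other lung libraries and 0.977 with the kidney libraries, and held Slc12a1 at 339 CPM. The library labelled kidney wild-type replicate 8 had a median correlation of 0.809 with kidney and 0.979 with cerebellum, and held Snap25 at 650 CPM. The library labelled cerebellum wild-type replicate 9 had a median correlation of 0.796 with cerebellum and 0.948 with lung, and held Sftpc at 62.7 CPM. These correlations are across genes, which are not independent replicates. All libraries were kept under their deposited labels.

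**Figure D1:**
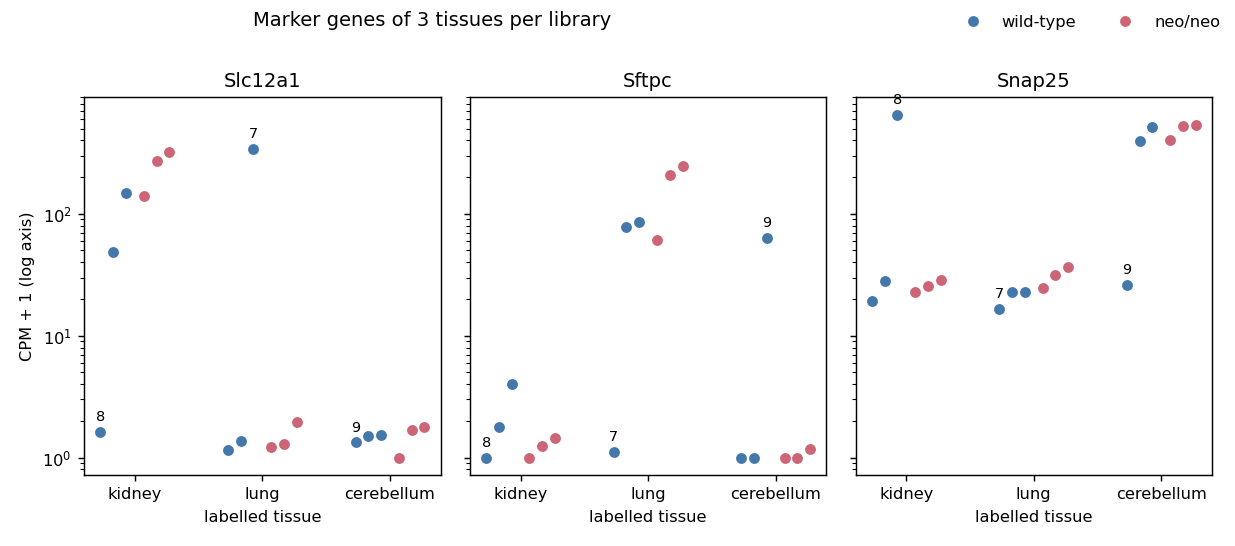
CPM (over the library total without TMM scaling, plus 1, log axis) of Slc12a1, Sftpc and Snap25 in each library labelled kidney, lung or cerebellum, with 1 point per library and the genotypes in separate colours. The wild-type libraries numbered 7, 8 and 9 stand apart from the others under the same label, with Slc12a1 at 339 CPM in lung replicate 7, Snap25 at 650 CPM in kidney replicate 8 and Sftpc at 62.7 CPM in cerebellum replicate 9.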

Subsequently, global analysis revealed that the number of significantly differentially-expressed genes totaled 695 for all tissues combined (Supplemental Table S1). 

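Past the relaxed cut-off in edgeR's quasi-likelihood test, up-regulated genes outnumbered down-regulated genes in yolk sac and heart, and down-regulated genes were in the majority in the other 5 tissues. Yolk sac had 263 up-regulated and 110 down-regulated genes, placenta 180 and 302, liver 111 and 388, kidney 73 and 812, lung 82 and 435, heart 126 and 47, and cerebellum 34 and 473. Together these were 3436 gene and tissue pairs of 2866 unique genes. Some gene groups moved with the libraries labelled kidney wild-type 8, lung wild-type 7 and cerebellum wild-type 9. Markers of neurons and glia, such as Neurod2, had a median log2 fold-change of -6.15 over 16 genes in kidney, or -5.34 with genes at 0 in neo/neo put at their bound, and -0.14 without wild-type replicate 8. Markers of kidney epithelium, such as Slc12a1, had a median of -6.01 over 17 genes in lung, or -3.41 with genes at their bound, and 0 without wild-type replicate 7. Fibroblast markers, such as Dcn, which encodes the matrix protein decorin, had a median of -2.74 over 12 genes in cerebellum and -0.25 without wild-type replicate 9. Without these libraries the counts of genes past the relaxed cut-off were 1157 in kidney, 289 in lung and 211 in cerebellum. On leaving out any 1 library, they ranged from 130 to 1715 in kidney, 200 to 846 in lung and 71 to 1542 in cerebellum. The ranges were 248 to 978 in yolk sac, 338 to 778 in placenta and 147 to 262 in heart. In liver, with 2 libraries per genotype, the count was 2578 without wild-type replicate N1.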

There were 646 unique genes. *Gbp1* (guanylate-binding protein-1) was found differentially-expressed in five tissues; there were six genes in three tissues (Fig. 3A), and 33 genes in two tissues (Fig. 3B). This resulted in 40 genes (including *Slc39a8*) differentially-expressed in more than one tissue (Supplemental Table S2). 

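Gbp1 (Entrez 14468), an interferon-induced GTPase of defence against microbes, lies on chromosome 3 of mm10 from 142594816 to 142619179. Its levels were low and higher in neo/neo than in wild-type in 6 tissues. In placenta it had 2.96 ± 3.33 CPM (SD, n = 3) in wild-type and 16.51 ± 3.03 CPM (SD, n = 3) in neo/neo, a log2 fold-change of 2.37 (standard error 0.59). The log2 fold-change was 4.18 (standard error 0.74) in yolk sac, 2.58 (standard error 0.70) in liver, 4.70 (standard error 1.63) in lung and 4.095 (standard error 1.21) in heart, each past the relaxed cut-off in edgeR's quasi-likelihood test. It was 1.62 (standard error 1.63, unadjusted p = 0.358 from edgeR) in kidney, and cerebellum held 0 counts of it in either genotype, so that it was not detectable there at this depth. In none of these tissues did Gbp1 pass FDR < 0.1 with edgeR. Of 35 measured genes of the interferon response list, 29 had higher estimates in neo/neo heart, with a median log2 fold-change of 0.49 (adjusted p = 5.0e-04 from camera, adjusted p = 0.814 with an estimated correlation). Psmb8, a subunit of the immunoproteasome, passed over the list alone, and 0 of the 35 passed over all genes. Without heart neo/neo replicate 15 the median was 0.12 and the list was no longer called by camera.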

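Past the relaxed cut-off in edgeR, 482 genes recurred in more than 1 tissue, of which 410 did so in 2 tissues, 57 in 3, 14 in 4 and 1, Gbp1, in 5. Genes of red cells and of hepatic secretion stood among those in 4 tissues. Ank1, the ankyrin that anchors the red cell membrane skeleton, had higher estimates in neo/neo yolk sac and placenta and lower estimates in kidney and lung. Apoa1 and Itih2, which encode secreted plasma proteins, were lower in placenta, kidney, lung and cerebellum. Sycp1, which encodes a protein of meiotic chromosomes, was lower in placenta and higher in kidney, lung and heart, with 9.32 ± 16.1 CPM (SD, n = 3) in neo/neo heart. By this SD the mean in neo/neo heart rests almost wholly on a single library. Placenta and liver shared 63 genes, 60 of them in 1 direction, where independent lists of these sizes would share 14.0. Yolk sac and kidney shared 50 genes, 10 of them in 1 direction, where independent lists would share 19.2. The difference of the genotype effect between placenta and kidney was significant for 7 genes at FDR < 0.1 in edgeR's quasi-likelihood test, and for 119 genes without the libraries labelled lung 7, kidney 8 and cerebellum 9, a setting chosen after the data were seen.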

The remaining 606 genes were differentially-expressed in only one tissue. 

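Slc30a10, which encodes an exporter of manganese, passed the relaxed cut-off in 4 tissues and went opposite ways in them. Its log2 fold-change was 1.84 (standard error 0.41) in yolk sac, 2.73 (standard error 0.67) in placenta, -3.99 (standard error 1.07) in kidney and -2.56 (standard error 0.62) in lung, from edgeR. Slc34a2, a phosphate transporter of lung epithelium, and Slc12a1, the kidney tubule cotransporter, each passed in liver, lung and heart, where the wild-type mean of lung includes the library labelled replicate 7. Slc39a8 itself passed in yolk sac, placenta and cerebellum. In cerebellum the wild-type mean includes the library labelled replicate 9, which correlated best with lung. Without that library the log2 fold-change of Slc39a8 was -0.58, short of an absolute fold-change of 2. Of 23 ZIP and ZnT transporters of zinc and other metals, only Slc30a10 was higher past this cut-off in yolk sac, and the list as a whole did not pass in any tissue (lowest adjusted p = 0.302 from camera, in kidney). The lists of iron and manganese genes did not pass in any tissue either (lowest adjusted p = 0.129 in liver and 0.258 in cerebellum).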

Notable among the 40 genes are four *Slc* genes (other than *Slc39a8*) and two hemoglobin genes.

**Figure 2:**
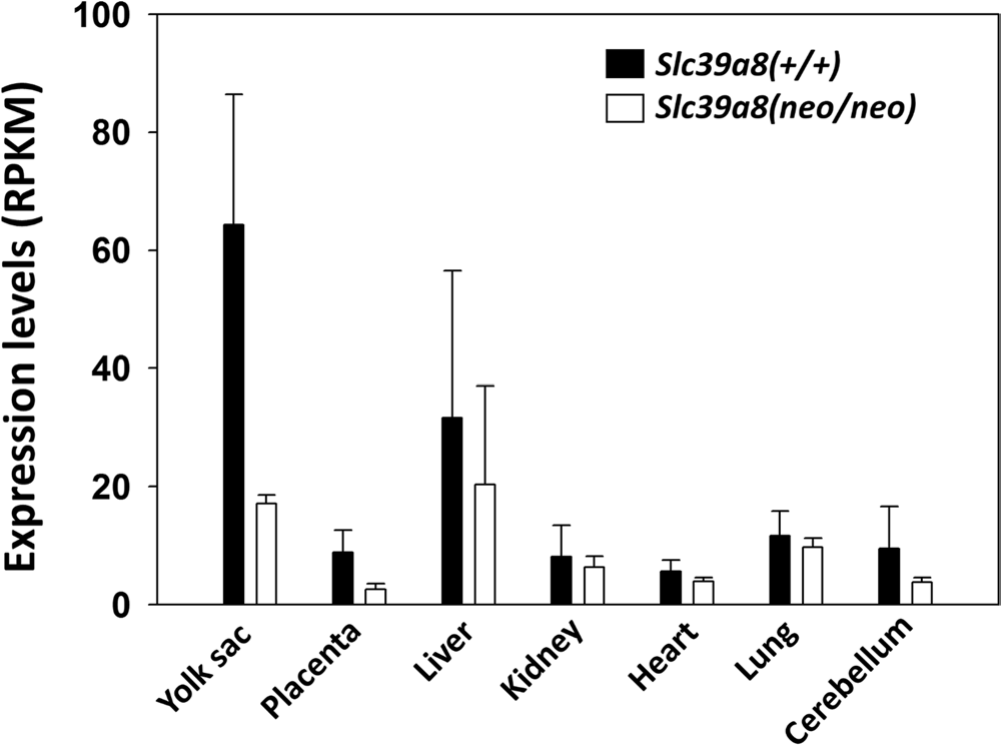
Characterization of *Slc39a8*(+/+) wild-type vs *Slc39a8(neo/neo)* mRNA expression levels in the seven tissues studied. Expression levels are indicated by RPKM, or “number of **R**eads-**P**er-**K**ilobase-of-transcript-per-**M**illion mapped reads.” This analysis takes into account the number of reads, normalized to size of the library, and transcriptional length of each gene. In all tissues, expression levels in *Slc39a8(neo/neo)* samples were lower than those in *Slc39a8*(+/+) wild-type. *Bars* represent average mean values of three determinations, and *brackets* denote S.E.M.

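Slc39a8 (Entrez 67547) lies on the forward strand of chromosome 3 of mm10 from 135816882 to 135888572. In yolk sac it had 251 ± 117 CPM (SD, n = 3) in wild-type and 62.5 ± 5.07 CPM (SD, n = 3) in neo/neo, or 24.9% of the wild-type level. In placenta it had 31.9 ± 9.16 and 9.61 ± 3.94 CPM (SD, n = 3 each), or 30.0% of wild-type. In both tissues every neo/neo library was below every wild-type library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). In liver the neo/neo libraries stood at 59.5% of wild-type (exact permutation p = 0.333, the smallest possible with 2 libraries against 2). The levels were 35.2% of wild-type in cerebellum (exact permutation p = 0.2), 66.4% in heart (exact permutation p = 0.3), 75.4% in kidney and 87.9% in lung (exact permutation p = 0.8 in each). In these 4 tissues the libraries of the genotypes overlapped. By edgeR's test the log2 fold-change was -0.59 (standard error 0.25, unadjusted p = 0.0286) in heart and -1.51 (standard error 0.61, unadjusted p = 0.0436) in cerebellum, with an unadjusted p of 0.471 in kidney and 0.547 in lung. The log2 fold-change in yolk sac was -2.004 (standard error 0.30, adjusted p = 0.120 from edgeR's quasi-likelihood test). With all libraries and each tissue fitted alone, the gene did not pass FDR < 0.1 in any tissue with edgeR. It passed in cerebellum in the joint fit (adjusted p = 0.0945 from edgeR), which called 612 genes there and kept the library labelled wild-type replicate 9. On leaving out 1 library it passed in some settings in yolk sac and placenta (lowest adjusted p = 0.0224 and 0.00598 from edgeR). With DESeq2 it passed in yolk sac (adjusted p = 9.5e-07). The estimate turned positive in kidney without wild-type replicate N3 (log2 fold-change 0.33) and in lung without wild-type replicate N2 (0.17), and in cerebellum it was -0.58 without wild-type replicate 9.

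**Figure D2:**
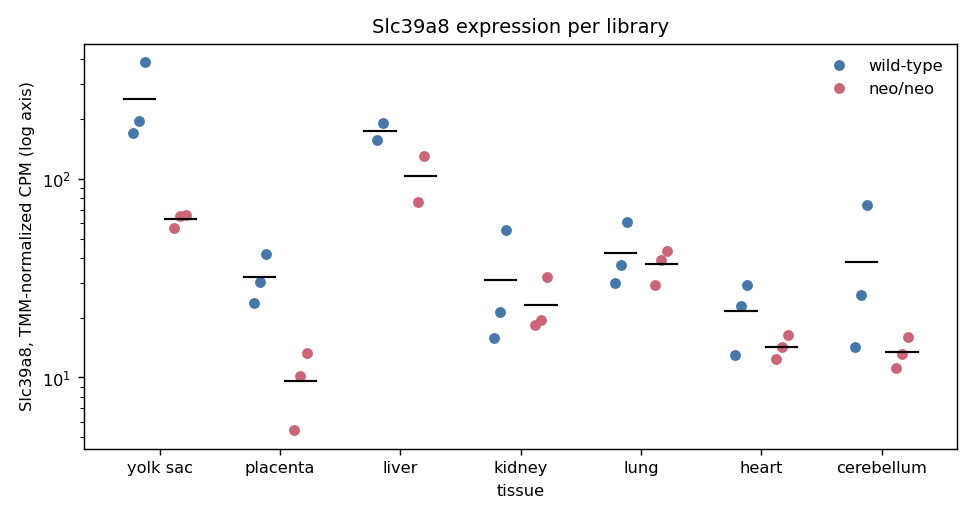
CPM of Slc39a8 (log axis) in each library of the 7 tissues, with 1 point per library and bars at the mean of each genotype. In yolk sac the wild-type libraries lie at 171 CPM or above and the neo/neo libraries at 65.6 CPM or below, while in kidney, lung, heart and cerebellum the genotypes overlap.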

**Figure 3:**
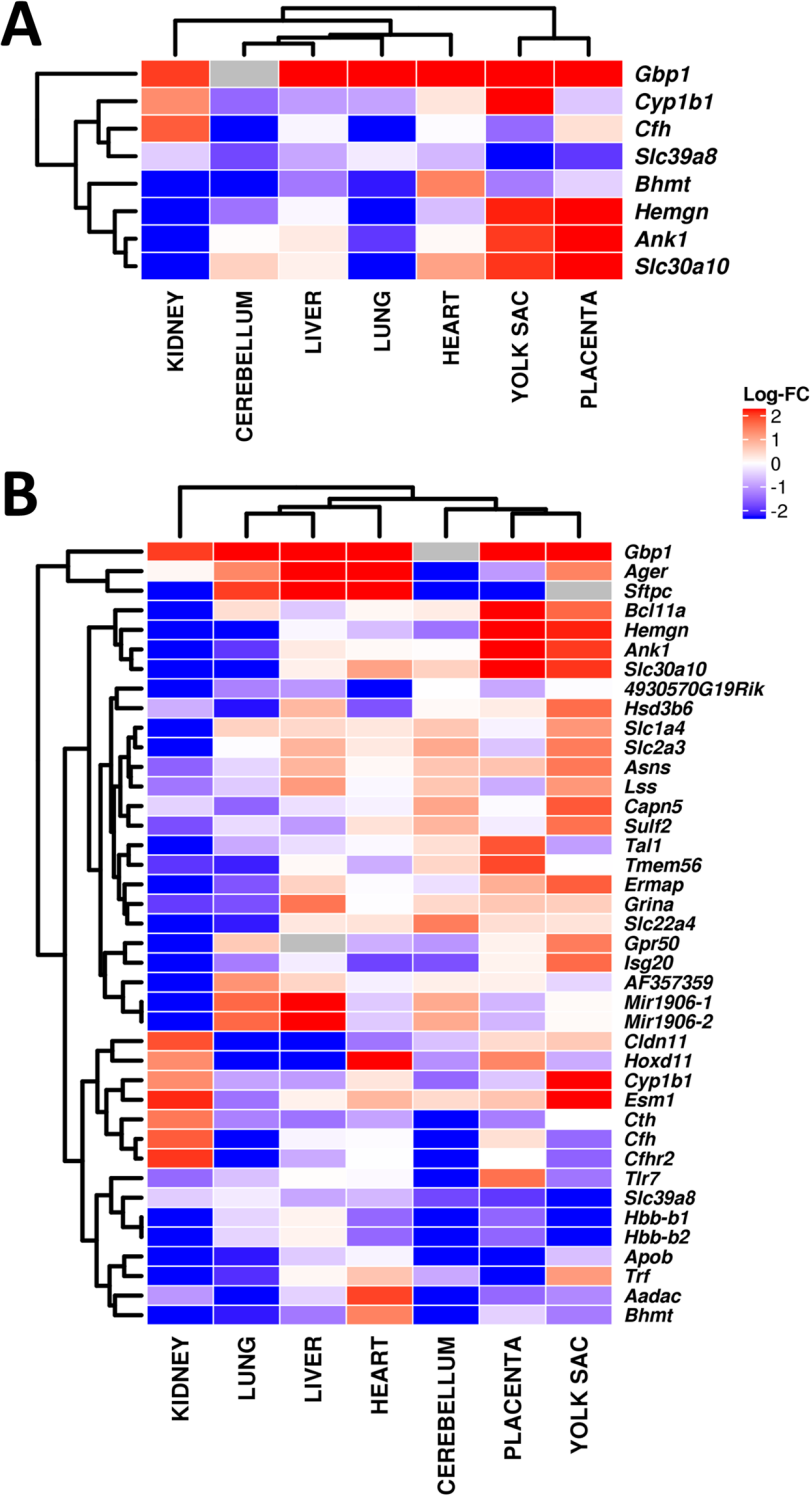
Heat maps plotting log_2_ fold-changes (FC) in differential expression. Using a cut-off of *P* < 0.05, and requiring absolute fold-change of >2.0, the *Slc39a8* gene is also included. (**A**) Differentially-expressed genes in at least three tissues. (**B**) Differentially-expressed genes in at least two tissues. Two hemoglobin genes were significantly differentially down-regulated in all tissues except liver.

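Transcripts of the beta-globin Hbb-b2, a chain of adult hemoglobin, had lower estimates in neo/neo in every tissue but liver. The log2 fold-change was -1.30 (standard error 0.41, unadjusted p = 0.00569 from edgeR) in heart and -2.38 (standard error 0.67, unadjusted p = 0.00955 from edgeR) in cerebellum. In kidney it was -2.33 (unadjusted p = 0.0722 from edgeR) and in lung -0.38 (unadjusted p = 0.463 from edgeR), so that neither passed the relaxed cut-off. In liver it was 0.13 (standard error 0.61). On leaving out 1 library, the estimate turned to 0.19 in lung without wild-type replicate 22 and to -0.63 in liver without neo/neo replicate 1 (1.63 without wild-type replicate N1), and it was -0.56 in kidney without wild-type replicate N3, -1.31 in cerebellum without the library labelled wild-type replicate 9, -0.83 in heart without wild-type replicate N5 and -0.89 in placenta without wild-type replicate 29. In heart the level of Hbb-b2 was 1782 ± 879 CPM (SD, n = 3) in wild-type and 725.9 ± 501 CPM (SD, n = 3) in neo/neo. Of 9 hemoglobin genes, all 9 were lower in placenta and in heart in estimate. The list counts the near-identical pairs Hbb-b1 and Hbb-b2, and Hba-a1 and Hba-a2, gene by gene. Its counts, overlaps and list tests therefore rest on fewer separate measurements than genes. The median log2 fold-change was -1.35 in placenta (adjusted p = 0.0011 from camera) and -1.25 in heart (adjusted p = 2.2e-04 from camera), with 6 and 5 genes down-regulated when adjusted over the list alone. In placenta, visceral endoderm markers, with 18 of 18 lower in estimate, and hepatocyte markers, lists that share Trf and Fgb, had medians of -2.48 and -2.34 (adjusted p = 0.0193 from camera in each, adjusted p = 0.814 and 0.832 with an estimated correlation). Without placenta wild-type replicate 29 these medians were 1.34 and 1.01, and that of the hemoglobin genes was -0.74, still called by camera. In yolk sac 6 of the 9 were lower and 3 higher, among them the embryonic Hba-x, with a median of -1.10 (adjusted p = 0.0189 from camera) and 6 lower and 1 higher over the list alone. In cerebellum the median was -1.80, or -1.07 with genes at 0 in 1 group put at their bound (adjusted p = 0.0731 from camera). Over all genes, 0 hemoglobin genes passed FDR < 0.1 with edgeR, while 6, 6, 3 and 3 passed the relaxed cut-off in yolk sac, placenta, heart and cerebellum. None of these list calls held with an estimated correlation (adjusted p = 0.814). By fry, which tests whether the genes of a list move on balance 1 way, the hemoglobin list passed in yolk sac (adjusted p = 0.0777). The call in yolk sac was lost without neo/neo replicate 30 (adjusted p = 0.100 from camera). Without the libraries labelled lung 7, kidney 8 and cerebellum 9, left out after the data were seen, camera also called the list in kidney (median -2.39, adjusted p = 8.9e-04) and lung (median -0.59, adjusted p = 0.0450).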

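Red cell genes other than the hemoglobins went different ways in different tissues. Of 52 measured erythroid genes, 35 were higher and 15 lower in estimate in neo/neo placenta, with a median log2 fold-change of 0.46 (adjusted p = 0.0019 from camera), and 10 up-regulated and 1 down-regulated when adjusted over the list alone. Gypa, the red cell glycophorin, had 10.4 ± 2.88 CPM (SD, n = 3) in wild-type placenta and 37.2 ± 31.5 CPM (SD, n = 3) in neo/neo placenta. Bcl11a, a repressor of embryonic globin genes, had a log2 fold-change of 2.11 (standard error 0.49). In yolk sac 39 of the 52 were higher and 12 lower in estimate, with a median of 0.37 (adjusted p = 0.0076 from camera), as for Rhag, an ammonium channel of the red cell membrane, at 1.34 (standard error 0.25). In liver the median was 0.28 (adjusted p = 0.0047 from camera), with 0 of the 52 passing over all genes or over the list alone. In lung 45 of the 52 had lower estimates, with a median of -0.54 (adjusted p = 5.4e-08 from camera), and in kidney 49 did, with a median of -2.09, or -1.91 with genes at 0 in neo/neo put at their bound (adjusted p = 6.7e-07 from camera). Snca, alpha-synuclein, which red cell precursors hold and neurons too, had a log2 fold-change of -2.81 (standard error 0.61) in kidney, and -2.20 without the library labelled wild-type replicate 8, which correlated best with cerebellum. With an estimated correlation all 5 list calls were lost (adjusted p = 0.814). Hepatocyte markers were called lower in lung and kidney too, with a median of -2.21 in lung (adjusted p = 1.7e-24 from camera) and -3.56 in kidney (adjusted p = 7.8e-05 from camera), both lost with an estimated correlation (adjusted p = 0.814). In lung, Hemgn stood at 6.60%, 1.94% and 3.91% of its level in liver in wild-type replicates 22, 7 and N2, and at 0.617%, 0.426% and 1.79% in neo/neo replicates 12, 17 and 2. The medians were 0.05 in placenta without neo/neo replicate 31 (adjusted p = 0.131 from camera), 0.18 in yolk sac without wild-type replicate 27 (adjusted p = 0.125 from camera) and -0.48 in kidney without wild-type replicate N3 (adjusted p = 0.302 from camera), a library that also held the hepatocyte gene Alb at 2541 CPM. Macrophage markers did not pass in any tissue with all libraries, and megakaryocyte markers had a median of 0.86 in placenta over 10 genes (adjusted p = 0.0454 from camera, adjusted p = 0.814 with an estimated correlation). Without the libraries labelled lung 7, kidney 8 and cerebellum 9, left out after the data were seen, both were called in kidney, with medians of -1.63 (adjusted p = 6.8e-04 from camera) and -1.94 (adjusted p = 0.0396 from camera).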

More than 80 differentially-expressed genes (Supplemental Table S1) were associated with hematopoiesis- and hypoxia-related functions (*red font*); these include all myelogenesis functions (*e.g*. cytokines, interferons, innate immunity, and inflammatory functions), because all are derived from hematopoietic stem cells. During mouse in utero development, hematopoiesis transitions from the aorta-gonad-mesonephros (AGM) region and yolk sac (between GD8 and GD13), then to liver (GD11 to GD20), and also to spleen (after GD15.5), and finally to bone marrow after GD17.5. Mouse (but not human) placenta is also a hematopoietic organ^39^.

Many other classes of genes that are seen (Supplemental Table S1) — includes those encoding: Zn^2+^-finger transcription factors (TFs) and homeobox and other very-early-embryonic functions associated with cell cycle and cell division; other Zn^2+^-containing proteins; proteins that are posttranslationally glycosylated; enzymes that participate in lipid and glucose homeostasis; growth factors (including several oncogenes and proto-oncogenes); and G-protein-coupled receptors. 

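Of the genes of drug and lipid metabolism and of membrane transport that passed the relaxed cut-off in lung, most were lower in neo/neo. So were 435 of all 517 genes past that cut-off in lung. Of 66 measured Cyp genes, 8 passed the relaxed cut-off in lung, all of them lower, for an odds ratio of 4.49 against other genes (Fisher's exact test, adjusted p = 0.00556 over 14 tests). Cyp2c68, of a family of hepatic monooxygenases, had 3.97 ± 1.42 CPM (SD, n = 3) in wild-type lung and 0.691 ± 0.514 CPM (SD, n = 3) in neo/neo lung. In placenta 5 Cyp genes were lower and 1 higher (odds ratio 3.49, Fisher's exact test, adjusted p = 0.0487). Hepatocyte markers passed the cut-off in the same tissues, 26 of 33 in lung (odds ratio 126) and 16 of 33 in placenta (odds ratio 33.6), all lower. That list includes lung genes of Table 2, which were chosen on these samples. Their median in placenta went from -2.34 to 1.01 without wild-type replicate 29. Of 338 Slc genes other than Slc39a8, 26 were lower and 4 higher past this cut-off in lung (odds ratio 3.27, Fisher's exact test, adjusted p = 1.9e-06). Without the library labelled lung wild-type replicate 7, which correlated best with kidney, a setting chosen after the data were seen, 4 Cyp genes were lower (odds ratio 3.81, Fisher's exact test, adjusted p = 0.117) and 6 Slc genes lower and 2 higher in lung (odds ratio 1.43, Fisher's exact test, adjusted p = 0.499), so that neither enrichment held there. Slc4a1, the anion exchanger of red cells, had a log2 fold-change of -1.43 (standard error 0.39) in lung. In yolk sac 6 Slc genes were higher and 6 lower. Slc2a1 and Slc2a3, which encode glucose transporters, had log2 fold-changes of 1.36 (standard error 0.33) and 1.33 (standard error 0.34) there. In all, 24 Cyp and 73 Slc genes passed the cut-off in at least 1 tissue, and 20 and 59 without the library labelled lung wild-type replicate 7.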

Nine cytochrome P450 (*Cyp*) genes, and 27 solute carrier (*Slc*) genes other than *Slc39a8*, were observed; explanations and speculations about members of these two gene superfamilies are discussed in Supplemental Table S1.

### Systematic meta-analysis

Assuming each tissue is independent from all other tissues, we searched for differentially-expressed genes that tend to change in the same direction in all tissues. A meta-analysis based on Fisher’s combined probability test was applied to integrate empirical *P*-values across all tissues. Forty-seven genes tended to be consistently up- or down-regulated in all tissues (Supplemental Table S3). 

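In the meta-analysis, made as in the paper from ranks of the signed p-values of edgeR's quasi-likelihood test, 58 genes were lower and 8 higher in neo/neo across the 7 tissues at FDR < 0.1. The genes lower across tissues included 6 hemoglobin genes, with near-identical copies counted singly, 6 other erythroid genes and 7 hepatocyte markers. Among them were Bpgm, the red cell enzyme that makes 2,3-bisphosphoglycerate (adjusted p = 0.00444 in Fisher's combined test), Fabp2, a fatty acid binding protein of enterocytes (adjusted p = 0.00469), and Cisd2, an iron-sulfur protein (adjusted p = 0.00594), lower in estimate in 5, 7 and 7 of the 7 tissues. Cisd2 lies within 10 Mb of Slc39a8 on chromosome 3 and Fabp2 within 20 Mb. An effect of the targeted allele on its surroundings cannot be told apart from a response to lower Slc39a8 in these 2 genes. Of the 8 genes higher across tissues, 3 belonged to the hypoxia list, namely Egln3, the collagen prolyl hydroxylase P4ha1 and the lysyl hydroxylase Plod2 (adjusted p = 0.0941 for each). Of the 58 genes, 7 lie on chromosome Y. Among the GD16.5 tissues other than liver, the neo/neo groups held 2 libraries with Xist above the Y-linked Ddx3y and 1 the other way, and the wild-type groups 1 and 2. Without the libraries labelled lung 7, kidney 8 and cerebellum 9, which were left out after the data were seen, 149 genes were lower and 20 higher, with 55 and 6 shared. The counts were 29 lower without lung neo/neo replicate 17 and 1 higher without cerebellum neo/neo replicate 14.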

Not surprisingly, *Slc39a8* was the most consistently down-regulated gene in all seven tissues with a combined *P*-value of 3.5e–04 after FDR adjustment. 

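Slc39a8 had lower estimates in neo/neo in 7 of 7 tissues and a combined p of 6.16e-09 in Fisher's test, the smallest in that direction (adjusted p = 9.46e-05). Hbb-b1 and Hbb-b2, the near-identical adult beta-globin genes, followed with combined p-values of 1.65e-08 each and shared its adjusted p. Psmc3, an ATPase of the proteasome, was also lower in estimate in 7 tissues (adjusted p = 0.00469). Its log2 fold-change was -1.24 (standard error 0.33) in liver and -1.16 (standard error 0.42) in cerebellum, from edgeR.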

Six hemoglobin genes were also significantly down-regulated. 

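The 6 hemoglobin genes lower across tissues were Hbb-b1, Hbb-b2, Hbb-bs and Hbb-y, which encode adult and embryonic beta-globin chains, and Hba-a1 and Hba-a2, which encode alpha-globin. Hbb-b1 and Hbb-b2, like Hba-a1 and Hba-a2, held nearly the same counts, so these 6 genes are fewer separate measurements. The adjusted p was 1.9e-04 for Hbb-bs, 0.0307 for Hba-a2 and 0.0414 for Hbb-y in Fisher's combined test. Each was lower in estimate in 6 of 7 tissues, with liver as the exception for all 6. In liver, Hba-a2 had 493 ± 138 CPM (SD, n = 2) in wild-type and 708 ± 455 CPM (SD, n = 2) in neo/neo. In yolk sac, Hbb-y, the embryonic beta-globin, had 4700.0 ± 1266 CPM (SD, n = 3) in wild-type and 1455 ± 118 CPM (SD, n = 3) in neo/neo. Without placenta wild-type replicate 35, 5 of the 6 were called.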

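The genes of the meta-analysis moved unevenly from tissue to tissue. Snca, alpha-synuclein, was lower in estimate in 5 tissues and higher in 2 (adjusted p = 0.00444 in Fisher's combined test), and Slc4a1, the red cell anion exchanger, was lower in 4 and higher in 3 (adjusted p = 0.0558). Apob, the protein of very-low-density lipoprotein, was lower in all 7 (adjusted p = 0.0937). Slc25a37, mitoferrin, which brings iron into mitochondria for heme, had 322 ± 71.6 CPM (SD, n = 3) in wild-type heart and 148 ± 19.4 CPM (SD, n = 3) in neo/neo heart, but 125 ± 9.83 and 125 ± 27.1 CPM (SD, n = 3 each) in yolk sac. Gbp1, the interferon-induced GTPase, had the smallest adjusted p of the genes higher across tissues (7.85e-07).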

Heat maps illustrate the 45 down-regulated genes in all tissues (Fig. 4A), and the two up-regulated in all tissues (Fig. 4B).

**Figure 4:**
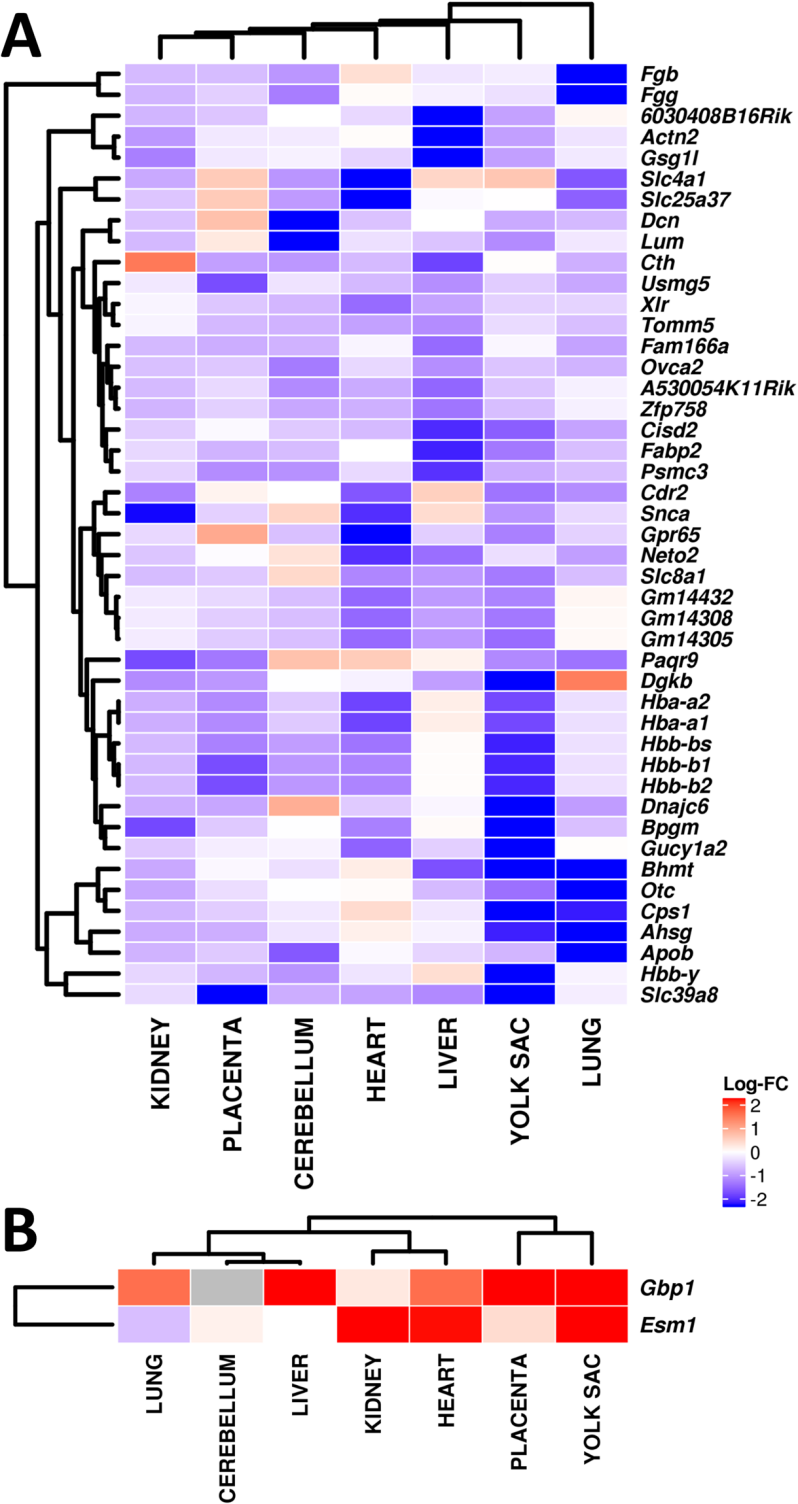
Heat maps, plotting log_2_ fold-changes (FC). A FDR-adjusted meta-*P*-value of <0.1 was used. (**A**) Forty-five differentially-expressed genes that are consistently down-regulated in all tissues. (**B**) The two differentially-expressed genes that are consistently up-regulated in all tissues.

Among the statistically significant 45 genes being down-regulated, significantly enriched GO categories included: [a] “oxygen carrier activity” (GO:0005344) with *Hbb-b1*, *Hbb-b2*, and *Hbb-y*; [b] “homeostatic processes” (GO:0042592) with *Ahsg*, *Apob*, *Bpgm*, *Cps1*, *Dcn*, *Gpr65*, *Hba-a1*, *Hba-a2, Hbb-b1, Hbb-b2, Otc, Slc25a37, Slc39a8, Slc4a1, Slc8a1*, and *Snca*; and [c] “hemoglobin complexes” (GO:0005833) with *Hba-a1, Hba-a2, Hbb-b1, Hbb-b2, Hbb-bs, Hbb-y*. The down-regulated genes in GO categories GO:0005344 and GO:0005833— plus the four hemoglobin genes included in GO:0042592 category — provide further evidence indicating that globally diminished ZIP8-mediated function results in dysregulated essential hematopoiesis, leading to hypoxia.

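Bpgm, which sets the oxygen affinity of hemoglobin in red cells, had log2 fold-changes of -0.999 (standard error 0.26) in heart and -0.90 (standard error 0.21) in yolk sac, both past an unadjusted p of 0.05 in edgeR's quasi-likelihood test. Ahsg, a plasma glycoprotein made by liver, and Cps1, an enzyme of the urea cycle, were lower in estimate in 6 of 7 tissues each (adjusted p = 0.0414 for both in Fisher's combined test). Dcn and Gpr65, which encode the matrix protein decorin and a proton-sensing receptor, stood at an adjusted p of 0.104 each, and Slc8a1, a sodium and calcium exchanger, and Otc, another enzyme of the urea cycle, at 0.223 each, so that these 4 were not called. Of 44 measured genes of Fig. 4A, 32 were called lower, and both genes of Fig. 4B were called higher. That figure's genes were chosen on these samples, so these counts are not independent evidence. From the lower hemoglobin genes and the GO categories they fall in, the paper reasons that diminished ZIP8 function dysregulates hematopoiesis and leads to hypoxia.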

### Analysis of transcription factor (TF)-binding sites in genes identified by meta-analysis

Meta-analysis assumes there is a common impact of markedly decreased ZIP8 expression, genome-wide, across all tissues. Transcription is the first step in gene expression, and transcription is modulated by interaction of TFs, having their corresponding binding-sites within specific DNA modules of expressed genes.

After removing *Slc39a8* from Pscan and searching for JASPAR TF motifs in promoter regions, and using a Bonferroni-corrected *P*-value of <0.1, among the “consistently down-regulated genes” discovered by meta-analysis (Supplementary Table S3), we found only two significant motifs — the *Tal1*::*Gata1* heterodimer (JASPAR ID: MA0140.1) and *Nfya* (JASPAR ID: MA0060.1). TAL1 and GATA are of critical importance (*vide infra*). NFYA transcription factors participate in open chromatin of many types of stem cells — participating in differentiation, cell-cycle and transcriptional regulators, splicing and signaling factors, fatty acid and glucose homeostasis, and mitochondrial regulators^40^. Searching for JASPAR TF-binding sites, using the same criterion for the two “consistently up-regulated genes” (Supplemental Table S3), we found no significant motifs.

### Analysis of TF-binding sites in individual tissues

#### Yolk Sac

Based on TF profiles in the JASPAR database, we searched in yolk sac for TF-binding sites enriched by Pscan (Table 3). We found nine up- and down-regulated genes having TF-binding sites significantly enriched in promoters: *Plag1*, *Arnt, Hif1a*, *Znf423*, *Klf13*, *Sp1*, *Gata1*, *Gata2*, and *Gata4*. Note that several TF-binding sites are duplicates with different matrix ID numbers. It is noteworthy that – except for *Arnt* and *Hif1a*, associated with the downstream hypoxic response [*reviewed in*^41^] — the remaining seven are Zn^2+^-finger TFs.

**Table 3:** Significant transcription factor (TF)-binding sites in genes having differential-expression at *P* < 0.05 and absolute fold-change >2; TF-binding site enrichment by Pscan^a^.

TF Name^b^	Matrix ID	Z Score	*P*-value	Bonferroni *P*-value
**UP-REGULATED IN YOLK SAC**				
*Plag1*	MA0163.1	5.12465	1.42E-07	9.00E-05
*Arnt::Hif1a*	MA0259.1	5.09355	1.67E-07	0.000105754
*Znf423*	MA0116.1	4.17542	1.43E-05	0.009050338
*Klf13*	MA0657.1	4.16993	1.45E-05	0.009184069
*Sp1*	MA0079.3	4.04080	2.60E-05	0.016508603
*Glis3*	MA0737.1	3.69324	0.000107782	0.06844157^c^
**DOWN-REGULATED IN YOLK SAC**				
*Gata4*	MA0482.1	4.80921	7.39E-07	0.000469005
*Gata1*	MA0035.3	4.57615	2.31E-06	0.001464596
*Gata1*	MA0035.2	4.12192	1.84E-05	0.011684635
*Gata2*	MA0036.2	3.84142	5.99E-05	0.03805663
**UP-REGULATED IN KIDNEY**				
*Prdm1*	MA0508.1	3.81093	6.77507E-05	0.04302169
**DOWN-REGULATED IN LUNG**				
*Hnf4a*	MA0114.2	5.94132	1.30E-09	8.25E-07
*Hnf4g*	MA0484.1	5.47657	2.01E-08	1.28E-05
*Foxa2*	MA0047.1	5.37203	3.64E-08	2.31E-05
*Hnf4a*	MA0114.3	5.29283	5.63E-08	3.57E-05
*Hnf1b*	MA0153.1	5.20468	9.09E-08	5.77E-05
*Hnf1a*	MA0046.1	4.93196	3.75E-07	0.000238357
*Foxa1*	MA0148.1	4.85155	5.82E-07	0.000369529
*Foxa1*	MA0148.2	4.83018	6.48E-07	0.000411578
*Hnf1b*	MA0153.2	4.7235	1.09E-06	0.000694766
*Hnf4a*	MA0114.1	4.64095	1.64E-06	0.001038854
*Hnf1a*	MA0046.2	4.51127	3.06E-06	0.00194136
*Cux1*	MA0754.1	4.01251	2.88E-05	0.018313464
*Cux2*	MA0755.1	3.9537	3.70E-05	0.02347703
*Foxa2*	MA0047.2	3.85396	5.64E-05	0.035813048
*Foxa1*	MA0148.3	3.72288	9.58E-05	0.060801885^c^
*Cebpe*	MA0837.1	3.677	0.00011437	0.072621775^c^
*Bhlha15*	MA0607.1	3.60496	0.00015141	0.09614281^c^
*Rxrg*	MA0856.1	3.60157	0.00015358	0.097521395^c^
**UP-REGULATED IN HEART**				
*Ebf1*	MA0154.2	3.90828	4.56688E-05	0.02899969

^a^Using this rigorous method of analysis, we found no significant TF-binding sites in placenta, liver or cerebellum.

^b^TF name denotes the TF-binding site(s) enriched by Pscan.

^c^Although 30 enriched TF-binding sites are listed, these five are not statistically significant (*i.e. P* > 0.05 when the Bonferroni-corrected *P*-value is taken into account).

Pleomorphic adenoma gene-1 (*Plag1*) is one of three members in the PLAG family and is best known as an oncogene associated with certain cancers, most notably pleiomorphic tumors of salivary gland; PLAG1 participates in cell proliferation by directly regulating numerous target genes, including growth factors^42^. With regard to *Znf423*, *Klf13* and *Sp1* — there are about 515 *Znf* genes, 18 *Klf* genes, and nine *Sp* genes in mammalian genomes [https://www.genenames.org/]. With regard to *Gata1*, *Gata2* and *Gata4* — GATA factors (*vide infra*) are central to hematopoietic stem cell fate [*reviewed in*^43^].

#### Lung

We found 11 significant TF-binding sites in significantly enriched in promoters of up- and down-regulated genes (Table 3): *Hnf4a*, *Hnf4g*, *Foxa2*, *Hnf1b*, *Hnf1a*, *Foxa1*, *Cux1*, *Cux2*, *Cebpe*, *Bhlha15*, and *Rxrg*. Of these 11 genes, the four *Hnf* genes encode Zn^2+^-finger TFs. The hepatocyte nuclear factor (*Hnf*) family comprises four members that contribute to innumerable critical-life processes. Forkhead genes, which previously had been termed *Hnf* genes, are now officially called *Foxa1*, *Foxa2*, *Foxa3* and *Foxm1* [https://www.genenames.org/]. *Cux* genes code for evolutionarily highly conserved homeobox-domain proteins^44^. With regard to *Cebpe*, *Bhlha15* and *Rxrg* — CEBPE is a leucine-zipper TF associated with several myelogenous leukemias^45^, BHLHA15 is a member of the basic-helix-loop-helix (bHLH) family of TFs involved in numerous developmental programs^46^, and RXRG is a member of the nuclear receptor superfamily that also participates in many morphogenesis processes^47^.

#### Kidney

*Prdm1* was the only TF-binding site significantly enriched in promoters of up- and down-regulated genes (Table 3). *Prdm1* acts as a tumor suppressor gene involved in B-cell and T-cell lymphomas^48^; the PRDM family contains 15 members of epigenetic regulators that participate in autoimmune diseases and infections^49^.

#### Heart

*Ebf1* was the only TF-binding site significantly enriched in promoters of up- and down-regulated genes (Table 3). EBF1 is regarded as a master regulator during B-cell differentiation and also plays a role in B-cell malignancies^50^.

#### Placenta, liver, and cerebellum

We found no statistically significant TF-binding sites as significantly enriched in promoters of up- and down-regulated genes in these tissues.

## Discussion

Because ZIP8 is a known uptake transporter of Zn^2+^, Mn^2+^ and Fe^2+^ — functions of these divalent cations are briefly reviewed.

### Zinc

Intracellular Zn^2+^ is critical in homeostasis-related signal transduction^51^, cell cycle and proliferation^52^, numerous processes that occur during development and differentiation, and maintenance of many Zn^2+^-requiring functions. In mammals there are >100 Zn^2+^-dependent enzymes^53^ and >2,000 Zn^2+^-containing TFs^54^. An independent analysis estimated there are ~2,800 Zn^2+^-binding proteins, corresponding to ~10% of the human proteome^55^. Because these enzymes and TFs carry out vital critical-life functions throughout development — often exerting cell-specific effects on morphogenesis, growth, and differentiation — an embryo’s ability to uphold Zn^2+^ homeostasis is essential from the single-cell-zygote stage onward^56^. Thus, when *Slc39a8(neo/neo)* is compared with *Slc39a8*(+/+), it is likely that many genes listed in Supplemental Table S1 are differentially-expressed as a direct, or indirect, manifestation of deficient ZIP8-mediated Zn^2+^ transport.

### Manganese

Mn^2+^ is also a potent substrate for ZIP8^7,16^. There are several known defects in ZIP-mediated Mn^2+^ transport [*reviewed in*^57^]. A human *SLC39A8* nonsynonymous variant, resulting in decreased ZIP8 transport, impairs the function of Mn^2+^-dependent enzymes — most notably β1,4-galactosyltransferase, essential for biosynthesis of the carbohydrate moiety of glycoproteins; compromised galactosylation in children causes a disorder with deformed skull, severe seizures, short limbs, profound psychomotor retardation, and hearing loss^19^. Because numerous proteins are posttranslationally glycosylated, many genes listed in Supplemental Table S1 might be differentially-expressed as a reflection of defective ZIP8-mediated Mn^2+^ transport. There are no Mn^2+^-containing TFs.

### Iron

ZIP8, along with its closest evolutionarily-related ZIP14 transporter, is a Fe^2+^-transport protein^5,58^. These data might be consistent with studies in the intact animal^13^ — showing that *Slc39a8(neo/neo)* fetuses exhibit dysregulated hematopoiesis — suggestive of an iron-transport defect. As noted (*vide supra*), Supplemental Table S1, highlighted in *red font*, lists >80 differentially-expressed genes associated with dysregulated hematopoietic stem cell fate and subsequent downstream events including hypoxia, when *Slc39a8(neo/neo)* is compared with wild-type; how many of these genes might reflect the importance of Fe^2+^ transport more so than Zn^2+^ transport, will require further studies. Although there are a few Fe^2+^-containing TFs in prokaryotes^59^, there are none in eukaryotes.

### Emergence of several critical-life genetic networks

By comparing transcriptomes in the present study, specific genetic pathways are noteworthy (*vide infra*). There are two possibilities to explain emergence of these genetic pathways in response to globally deficient ZIP8-mediated transport. *One*, perhaps ZIP8-mediated divalent cation transport might be tissue- or cell type-specific — depending upon ZIP8 levels and the abundance of other redundant transport systems in each particular tissue or cell-type. In other words, it is possible that pathways affected by deficient ZIP8-mediated Zn^2+^ transport might be more significant in lung and kidney, those affected by diminished ZIP8-mediated Mn^2+^ transport might be more prominent in liver, and those affected by deficient ZIP8-mediated Fe^2+^ transport might be more important in hematopoietic tissues. *Two*, it is possible that defective Zn^2+^ transport, primarily in early-embryo yolk sac, might override (*i.e*. occur upstream of) Mn^2+^-dependent and/or Fe^2+^-dependent gene products and their functions. These two possibilities will require further experiments, but the present study would argue in favor of the latter, *i.e*. defective Zn^2+^-finger TFs, primarily in yolk sac, cause irreparable impairment of hematopoietic stem cell fate, which is then manifested — developmentally later — in the five fetal organs studied herein.

### Fundamental Importance of TAL1

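Tal1, which encodes a basic helix-loop-helix factor of blood stem cells, had 1.48 ± 0.558 CPM (SD, n = 3) in wild-type placenta and 4.64 ± 2.51 CPM (SD, n = 3) in neo/neo placenta. Its log2 fold-change was 1.60 (standard error 0.54, unadjusted p = 0.00877 from edgeR) there and -2.26 (standard error 0.59, unadjusted p = 0.00744 from edgeR) in kidney, where the levels were 13.0 ± 7.88 CPM (SD, n = 3) in wild-type and 2.72 ± 0.115 CPM (SD, n = 3) in neo/neo. In yolk sac the estimate was -0.83 (standard error 0.36, unadjusted p = 0.0417 from edgeR), short of an absolute fold-change of 2. None of these passed FDR < 0.1 in edgeR. In the joint fit of all tissues with edgeR, Tal1 passed in kidney (adjusted p = 0.0156). That fit called 1263 genes in kidney, where the fit of kidney alone called 0, so the call is not particular to Tal1. Without the library labelled kidney wild-type replicate 8, which correlated best with cerebellum, the log2 fold-change of Tal1 was -1.88 in the fit of kidney alone.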

*Tal1* was up-regulated in placenta and down-regulated in kidney (Supplementary Table S2). Differentially-expressed *Gata* genes were not seen among the 646 unique genes (Supplementary Table S1); this could reflect normal transcription, but then defective function due to its posttranslational Zn^2+^- and/or Mn^2+^-binding requirements. 

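Of the 6 Gata genes measured, which encode zinc-finger factors of blood and endoderm, 3 are described here. Gata2, which maintains blood progenitors, had 0.121 ± 0.105 CPM (SD, n = 3) in wild-type yolk sac and 0.996 ± 0.954 CPM (SD, n = 3) in neo/neo yolk sac, a log2 fold-change of 2.83 (standard error 1.12, unadjusted p = 0.0300 from edgeR's quasi-likelihood test). Without neo/neo replicate 30 it was 1.66, and the median of 17 trophoblast markers in yolk sac went from 4.15 to -0.52. Gata1, the erythroid member, had 0.663 ± 0.606 CPM (SD, n = 3) in wild-type lung and 0 counts in neo/neo lung, which is at least 4.14-fold lower against a floor of 3 counts over the group (0.160 CPM). Gata3, a factor of T cells and kidney, had 10.8 ± 14.1 CPM (SD, n = 3) in wild-type lung and 0.924 ± 0.769 CPM (SD, n = 3) in neo/neo lung. These 3 passed the relaxed cut-off, and edgeR called 0 of the 6 genes at FDR < 0.1 in any tissue. In placenta 5 of the 6 had lower estimates, with a median log2 fold-change of -0.65 (adjusted p = 0.0876 from camera, adjusted p = 0.814 with an estimated correlation). The Gata3 mean in wild-type lung includes the library labelled replicate 7, which correlated best with kidney.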

After searching JASPAR TF motifs in promoter regions, among “consistently down-regulated genes” by meta-analysis (Supplemental Table S3), we found the *Tal1*::*Gata1* heterodimeric complex (JASPAR ID: MA0140.1) as an important TF-binding motif. This finding is strengthened when we saw that TF-binding sites enriched by Pscan included *Gata1*, *Gata2* and *Gata4* in yolk sac (Table 3).

TAL1 is a bHLH TF that plays an important role in hematopoietic stem cell development^60^. GATA TFs are Zn^2+^-finger DNA-binding proteins that participate in various biological processes — including hematopoiesis and T-cell development [*reviewed in ref*.^43^]. Shifts in TAL1 occupancy of TF-binding sites during erythroid differentiation are associated with gene repression (*i.e*. dissociation), and activation (*i.e*. co-occupancy with GATA1); in fact, recruitment by GATA TFs appears to be a stronger determinant of TAL1-binding to chromatin than the canonical E-box binding-site motif ^61^.

In order to validate the TAL1 result from PScan, we sought to perform an independent statistical test. From a list of manually-curated 80 TAL1-downstream targets^62^, we intersected the genes in this list with those in Supplemental Table S1 for all tissues (Supplemental Table S4). TAL1 targets were significantly enriched in yolk sac (Fisher’s exact test *P* = 1.178e–05), placenta (*P* = 4.982e–06), and marginally enriched in lung (*P* = 0.01895). 

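Erythroid genes, many of which TAL1 binds, stood in for the published target list, which is not used here. The list includes genes that the paper reports as changed in these samples, such as Tmem56, Hemgn, Ank1 and Bcl11a. The overlaps below are therefore not independent evidence. In yolk sac 8 of the 52 passed the relaxed cut-off, 7 of them higher (odds ratio 8.34, Fisher's exact test, adjusted p = 5.3e-05), and in placenta 12, 11 of them higher (odds ratio 10.6, adjusted p = 9.4e-08). In lung 12 passed, all lower (odds ratio 9.86, adjusted p = 1.7e-07), as did 11 in kidney, all lower (odds ratio 4.98, adjusted p = 1.8e-04). In lung 26 of 33 hepatocyte markers passed too, all lower (odds ratio 126), a list that includes lung genes of Table 2. Fisher's test takes genes as independent, which genes of 1 list in the same libraries are not. By camera, the erythroid calls in these tissues were lost with an estimated correlation (adjusted p = 0.814). Klf1, the erythroid Krüppel-like factor, had 0.0444 ± 0.0770 CPM (SD, n = 3) in wild-type placenta and 0.816 ± 0.491 CPM (SD, n = 3) in neo/neo placenta. Tmem56, another member, had a log2 fold-change of -1.90 (standard error 0.34) in lung. In kidney 36 of the 52 passed without the library labelled wild-type replicate 8, as did 30 of 33 hepatocyte markers. Without kidney wild-type replicate N3 the median log2 fold-change of the 52 went from -2.09 to -0.48 (adjusted p = 0.302 from camera) and that of the hepatocyte markers from -3.56 to -0.57 (adjusted p = 0.534 from camera), so that both list calls were lost.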

Twelve hematopoiesis-related genes were seen, predominantly in yolk sac and placenta. 

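Egln3, a prolyl hydroxylase that marks hypoxia-inducible factors for breakdown and is itself induced by them, had 5.99 ± 1.95 CPM (SD, n = 3) in wild-type yolk sac and 25.5 ± 3.31 CPM (SD, n = 3) in neo/neo yolk sac. The log2 fold-change was 2.09 (standard error 0.29, adjusted p = 0.0839 from edgeR's quasi-likelihood test). Every neo/neo library, at 21.9 CPM or above, was higher than every wild-type library, at 7.20 CPM or below. The call was lost on leaving out wild-type replicate 27 or 32 or neo/neo replicate 26 or 36 (highest adjusted p = 0.409 from edgeR, without wild-type replicate 32).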

*Egln3* was the most strongly up-regulated gene in yolk sac; EGLN3 is a bHLH TF that responds to hypoxia by decreasing the production of HIF-regulated angiogenic factors^63^. 

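Cbfa2t3, which encodes a corepressor of blood progenitors, had 1.48 ± 1.12 CPM (SD, n = 3) in wild-type placenta and 0.0629 ± 0.109 CPM (SD, n = 3) in neo/neo placenta. Its log2 fold-change was -4.21 (standard error 1.14, unadjusted p = 0.00175 from edgeR), and it did not pass FDR < 0.1. The counts behind these levels were few.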

*Cbfa2t3* was the most dramatically down-regulated gene in placenta; CBFA2T3 is clinically associated with several types of human leukemia. 

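Zfpm1, which encodes the zinc-finger partner of GATA factors known as FOG1, had 0.491 ± 0.00135 CPM (SD, n = 3) in wild-type heart and 1.39 ± 0.391 CPM (SD, n = 3) in neo/neo heart. The log2 fold-change was 1.48 (standard error 0.52, unadjusted p = 0.0110 from edgeR), past the relaxed cut-off and not past FDR < 0.1.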

The only gene seen in heart was *Zfpm1*; ZFPM1 is a Zn^2+^-finger TF that (like TAL1) also forms heterodimers with TFs of the GATA family.

Moreover, TAL1 is known to activate *Egln3*, *Hemgn* and *Ank1*^62^, and all were up-regulated in *Slc39a8(neo/neo)* yolk sac. TAL1 represses *Hbb-b2*^62^, which was down-regulated in *Slc39a8(neo/neo)* yolk sac (Supplemental Table S4). These data suggest that TAL1 protein activity might be increased in *Slc39a8(neo/neo)* yolk sac, whereas *Tal1* gene differential expression was not seen. Similarly, in *Slc39a8(neo/neo)* placenta, *Hemgn* and *Ank1* were up-regulated and *Hbb-b2* down-regulated — suggesting that TAL1 protein might also be activated in that tissue.

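In yolk sac, Hemgn had 3.72 ± 1.76 CPM (SD, n = 3) in wild-type and 14.3 ± 2.22 CPM (SD, n = 3) in neo/neo, a log2 fold-change of 1.95 (standard error 0.34, adjusted p = 0.241 from edgeR). Ank1, of the red cell membrane skeleton, had a log2 fold-change of 1.81 (standard error 0.55, unadjusted p = 0.00871 from edgeR). Hbb-b2, the adult beta-globin, had 1998 ± 1189 CPM (SD, n = 3) in wild-type and 431 ± 110.5 CPM (SD, n = 3) in neo/neo, a log2 fold-change of -2.21 (standard error 0.44, adjusted p = 0.430 from edgeR). All 3 genes passed the relaxed cut-off, and DESeq2 called Hemgn and Hbb-b2 at FDR < 0.1 (adjusted p = 4.9e-04 and 1.7e-04).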

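In placenta, Ank1 had 0.237 ± 0.224 CPM (SD, n = 3) in wild-type and 1.81 ± 0.895 CPM (SD, n = 3) in neo/neo, a log2 fold-change of 2.81 (standard error 0.88, unadjusted p = 0.00521 from edgeR's quasi-likelihood test). Hbb-b2 had 341 ± 169 CPM (SD, n = 3) in wild-type and 134 ± 75.9 CPM (SD, n = 3) in neo/neo (unadjusted p = 0.00968 from edgeR). In kidney and lung, by contrast, Ank1 had log2 fold-changes of -3.67 (standard error 0.86) and -1.70 (standard error 0.56). From the direction of these targets the paper proposes that TAL1 activity might be increased in yolk sac and placenta.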

None of the genes encoding Zn^2+^-finger TFs listed in Table 3 was differentially expressed to a level seen in Supplemental Table S1, i*.e*. these genes all appear to be transcribed somewhat normally. Thus, we suggest that, although transcription of these Zn^2+^-finger genes was within normal limits, only the protein functions of these Zn^2+^-finger TFs are the result of ZIP8 deficiency; in other words, postttranslational incorporation of Zn^2+^, and/or deficient posttranslational glycosylation due to diminished Mn^2+^ levels, did not occur normally.

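Of 22 measured genes of the factors in Table 3, edgeR called 0 at FDR < 0.1 in any tissue, and the calls of DESeq2, made over all genes, were not counted within this list. At an unadjusted p under 0.05 and absolute fold-change >2, edgeR listed 1 gene in yolk sac, placenta, liver, kidney and cerebellum, 3 in lung and 0 in heart. Hnf4a, a factor of hepatocytes and kidney, had a log2 fold-change of -2.25 (standard error 1.05) in placenta. Hepatocyte and visceral endoderm markers there had medians of -2.34 and -2.48, which turned to 1.01 and 1.34 without wild-type replicate 29. In lung Hnf4a had 18.9 ± 30.1 CPM (SD, n = 3) in wild-type and 0.206 ± 0.231 CPM (SD, n = 3) in neo/neo, where the wild-type mean includes the library labelled replicate 7. Prdm1, a zinc-finger repressor, had log2 fold-changes of 1.27 (standard error 0.48) in kidney and -3.09 in cerebellum. The wild-type means there include the libraries labelled kidney replicate 8 and cerebellum replicate 9, which correlated best with another tissue. Hnf4g, a paralog of Hnf4a, had a log2 fold-change of -1.74 in liver.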

### Fundamental Importance of GATA

The hematopoietically-expressed GATA family members of Zn^2+^-finger TFs are well known to function as key regulators of blood cell fate; for example, phenotypes of knockout mice — deficient in *Gata1*, *Gata2*, or *Gata3* — suggest that these factors each play critical, but distinctly different, roles in hematopoiesis^64^. *GATA2* mutations are clinically associated with familial myelodysplastic syndrome^65,66^, by affecting monocytes and/or B cells.

In order to validate the GATA1 result from Pscan (Table 3), we used a list of 512 GATA1-downstream target genes^67^; this list includes most of the well-established GATA1-mediated erythroid-specific targets, *e.g*. the *Gata1* gene itself, *Gata2*, the β-globin locus (specifically the locus-control region), *Epor*, *Nfe2*, *Slc4a1*, *Gypa*, *Tal1*, *Lrf*, *Klf1*, *Nrf2*, *Runx1* and *Alas2*. We intersected the genes in this list with those in Supplemental Table S1 for all *Slc39a8(neo/neo)* tissues (Supplemental Table S5). 

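Of 12 genes that the paper names as targets of GATA1, the erythroid zinc-finger factor, 9 had higher and 3 lower estimates in neo/neo yolk sac, and 1, Gata2, passed the relaxed cut-off in edgeR. The published list of targets was not used here, so that its enrichment was not tested.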

Yolk sac was the tissue with the most enriched number of GATA1 targets: excluding *Slc39a8*, there were 13 differentially-expressed GATA1-downstream target genes out of the 512 total (Fisher’s exact test *P* = 0.001369). These findings provide strong evidence for key involvement of GATA1 in many of the differentially-expressed transcriptomic changes in *Slc39a8(neo/neo)* yolk sac.

We found no enrichment of GATA1 targets among differentially-expressed genes in liver, kidney, heart or cerebellum. These data convincingly indicate that deficient ZIP8-mediated transport affects hematopoiesis-related processes primarily in yolk sac – as opposed to effects in placenta, or developmentally later, in early fetal liver.

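In the 12-gene list, Epor, the erythropoietin receptor, was the 1 gene past the relaxed cut-off in liver, with 1.22 ± 0.801 CPM (SD, n = 2) in wild-type and 4.54 ± 0.890 CPM (SD, n = 2) in neo/neo. In heart 0 of the 12 passed in edgeR (402 of all genes had an unadjusted p under 0.05 there) and in kidney 1 did, Tal1. In cerebellum 4 of the 12 passed, all lower, among them Gypa at a log2 fold-change of -2.33, and 1 without the library labelled wild-type replicate 9. In placenta 3 passed, all higher, and in lung 2, both lower. In kidney 8 passed without the library labelled wild-type replicate 8, as did 30 of 33 hepatocyte markers, while without kidney wild-type replicate N3 the median log2 fold-change of the 12 went from -2.25 to -0.59. These counts do not test the enrichment of the published list.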

### Defective Hematopoiesis Leads to Hypoxia

Throughout our analysis presented herein, dysregulation of hematopoiesis-related stem cell functions is repeatedly described; decreases in hemoglobin content, red blood cell number, and iron uptake would likely elicit a “hypoxia signal” in many cell types – resulting in activation of hypoxic-response downstream-target genes. The striking anemia phenotype, seen in the earliest of visible *Slc39a8(neo/neo)* yolk sac, placenta, and embryos [Fig. 1 *and ref*.^13^], supports these findings.

A list of 87 manually-curated HIF-downstream targets^68^ has been reported; examples include genes involved in fatty acid and glucose homeostasis, glycolysis pathway, cell proliferation, cell migration, and angiogenesis. We intersected the genes in this list with those in Supplemental Table S1 for all *Slc39a8(neo/neo)* tissues (Supplemental Table S6). Fifteen differentially-expressed genes were detected in yolk sac (Fisher’s exact test *P* = 4.206e–15), one in kidney, two in lung, and none in placenta, liver, heart or cerebellum; as expected, all 15 of these were up-regulated (Supplemental Table S6). This independent statistical test confirms our *Hif1a* result from Pscan (Table 3).

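Genes that cells induce at low oxygen mostly had higher estimates in neo/neo yolk sac. Of 57 measured, 53 were higher and 4 lower in estimate, with a median log2 fold-change of 0.86 (adjusted p = 2.0e-19 from camera, adjusted p = 0.814 with an estimated correlation). At FDR < 0.1, 3 were up-regulated over all genes in edgeR's quasi-likelihood test, and 30 when adjusted over the list alone. Past the relaxed cut-off were 21, all higher (odds ratio 27.7, Fisher's exact test, adjusted p = 1.5e-19). Some of the 57, such as Igfbp1, Egln3, Vldlr and Stc2, are yolk sac genes of the paper's Table 2. They were chosen on these samples, so these counts and tests are not independent evidence. Stc2, which encodes the hormone stanniocalcin, had 0.554 ± 0.554 CPM (SD, n = 3) in wild-type and 8.58 ± 1.48 CPM (SD, n = 3) in neo/neo, and Vegfa, the vascular growth factor, 50.5 ± 6.05 and 82.8 ± 8.44 CPM (SD, n = 3 each). All 16 genes of glycolysis were higher in estimate, with a median of 0.81 (adjusted p = 2.5e-07 from camera, adjusted p = 0.814 with an estimated correlation) and 10 up-regulated over the list alone, such as Pkm, pyruvate kinase, at 1.05 (standard error 0.29). Genes of the amino acid response had a median of 0.45 over 31 genes (adjusted p = 0.0011 from camera, adjusted p = 0.814 with an estimated correlation), with Asns, asparagine synthetase, at 1.37 (standard error 0.28). The hypoxia list shares Vldlr and Stc2 with the amino acid response, and Eno1 and Ldha with glycolysis, so these are not separate results. In the other tissues the hypoxia list had a median of 0.29 in liver, 0.21 in heart and 0.19 in lung (adjusted p = 0.0321, 0.0339 and 0.0394 from camera, each lost with an estimated correlation at adjusted p = 0.814), and 2, 2, 1, 3, 0 and 1 members passed the relaxed cut-off in placenta, liver, kidney, lung, heart and cerebellum. The mean log2 CPM of the list was 5.13, 5.18 and 4.80 in neo/neo replicates 26, 36 and 30, and 4.68, 4.01 and 3.89 in wild-type replicates 34, 32 and 27.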

In lung, *Abcb1a* was up-regulated; *Cyp2s1* and *Trf* down-regulated. 

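Abcb1a, the drug efflux pump P-glycoprotein, had 6.52 ± 4.47 CPM (SD, n = 3) in wild-type lung and 14.5 ± 4.41 CPM (SD, n = 3) in neo/neo lung, a log2 fold-change of 1.17 (standard error 0.62, unadjusted p = 0.0941 from edgeR) that did not pass the relaxed cut-off, and 0.67 without the library labelled wild-type replicate 7. Cyp2s1, a hypoxia-responsive monooxygenase, had a log2 fold-change of -1.14 (standard error 0.42, unadjusted p = 0.0258 from edgeR) and Trf, transferrin, of -1.81 (standard error 0.50, unadjusted p = 0.00683 from edgeR). Trf, a gene of the hepatocyte list, fell from 60.1 ± 24.3 CPM (SD, n = 3) to 17.4 ± 11.0 CPM (SD, n = 3) past the relaxed cut-off. In yolk sac, Trf and Cyp2s1 had log2 fold-changes of 1.05 (standard error 0.39) and 1.12 (standard error 0.44).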

ABCB1A (“P-glycoprotein”) is up-regulated in response to many types of stress, including hypoxia^69^. In the presence of hypoxia, HIF1A/ARNT dimers are known to bind to an aryl hydrocarbon receptor response element (AHRE) upstream of the *Cyp2s1* gene^70^; furthermore, the *Arnt*::*Hif1a* heterodimer TF-binding site enriched by Pscan was found to be up-regulated in yolk sac (Table 3). *Trf* encodes transferrin, which is important in Fe^2+^ transport^71^; defective hematopoiesis resulting in anemia and subsequent hypoxia is the likely cause of down-regulation of *Trf* in lung.

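Met, the receptor of hepatocyte growth factor, had 47.9 ± 40.2 CPM (SD, n = 3) in wild-type kidney and 111 ± 21.1 CPM (SD, n = 3) in neo/neo kidney, a log2 fold-change of 1.22 (standard error 0.79, unadjusted p = 0.171 from edgeR's quasi-likelihood test). It did not pass the relaxed cut-off. Without the library labelled wild-type replicate 8, which correlated best with cerebellum, the log2 fold-change was 0.70.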

In kidney one HIF-downstream target gene (*Met* up-regulated) was found. *Met*, a proto-oncogene, participates in angiogenesis – which would be stimulated by hypoxia^72^.

*Hif1a* expression itself was found not to be differentially-expressed in any tissue, whereas *Hif3a* was up-regulated in yolk sac (Supplementary Table S1). 

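Hif1a, the oxygen-regulated subunit of the factor, had 426 ± 107 CPM (SD, n = 3) in wild-type yolk sac and 368 ± 87.0 CPM (SD, n = 3) in neo/neo yolk sac, and did not pass the relaxed cut-off in any tissue (lowest unadjusted p = 0.124 from edgeR, in heart). Hif3a, a paralog that HIF1A induces, had 97.4 ± 24.9 CPM (SD, n = 3) in wild-type yolk sac and 200.4 ± 35.2 CPM (SD, n = 3) in neo/neo yolk sac. Its log2 fold-change was 1.04 (standard error 0.23, unadjusted p = 0.00123 from edgeR, adjusted p = 0.706).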

*Hif1a* and *Hif3a* in mice encode hypoxia-inducible TF subunits that respond to low oxygen (pO_**2**_) levels. Either of these TFs can bind as a heterodimeric complex with constitutively-expressed ARNT (aryl hydrocarbon receptor nuclear translocator), product of the *Arnt* gene.

Members of the Egl-9 family of HIF-inducible TFs (*Egln1*, *Egln2* and *Egln3*) were also differentially-expressed (Supplemental Table S1). 

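The prolyl hydroxylase Egln1 had 31.9 ± 10.5 CPM (SD, n = 3) in wild-type yolk sac and 46.9 ± 11.1 CPM (SD, n = 3) in neo/neo yolk sac, a log2 fold-change of 0.56 (standard error 0.28, unadjusted p = 0.0730 from edgeR). In the same tissue Egln2 had a log2 fold-change of 0.04 (standard error 0.33, unadjusted p = 0.916 from edgeR). Neither passed the relaxed cut-off in any tissue. In lung, Egln3 had a log2 fold-change of 0.92 (standard error 0.39, unadjusted p = 0.0477 from edgeR), short of an absolute fold-change of 2.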

All six of these above-mentioned genes are members of the bHLH *per-Arnt-sim* (bHLH/PAS) family of TFs that detect endogenous and exogenous signals; the bHLH/PAS family contains at least 30 members in the human and mouse genomes^41^. 

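Bhlhe40 and Bhlhe41, which encode basic helix-loop-helix repressors of the clock and of the hypoxia response, had log2 fold-changes of 1.15 (standard error 0.35, unadjusted p = 0.00785 from edgeR) and 1.25 (standard error 0.39, unadjusted p = 0.00988 from edgeR) in yolk sac. Bhlhe40 rose from 16.1 ± 7.22 CPM (SD, n = 3) to 35.9 ± 10.7 CPM (SD, n = 3) past the relaxed cut-off, and neither gene passed FDR < 0.1.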

In fact, two other bHLH/PAS differentially-expressed genes (*Bhlhe40* & *Bhlhe41*) were found to be up-regulated in yolk sac (Supplemental Table S1) – again supporting the theme of the *Slc39a8(neo/neo)* response to hypoxic stress.

### Ingenuity Pathway Analysis

An independent Ingenuity Pathway Analysis (IPA) for the 165 differentially-expressed genes in yolk sac (Supplementary Table S7) revealed major pathways that were consistent with the data discussed throughout the text. Specifically, the top candidate from “Upstream Regulators Analysis” was the transcription factor HIF1A, and it is predicted to be activated. The top categories from the “Diseases and Bio Functions Analysis” included “Transport of molecule,” “Morphology of head,” “Glycolysis of cell,” “Morphology of nervous system,” and “Familial hemolytic anemia” — all of which confirms the data presented herein — as well as the associations of human *SLC39A8* variants with most if not all of the clinical disorders (*vide supra*). With a FDR-adjusted *P*-value < 0.05 from “Canonical Pathway Analysis,” no significant canonical pathways were found.

## Conclusions

A summary of many of these differentially-expressed genes, and their resultant effects, elicited by ZIP8 deficiency and described throughout this paper, is offered in Fig. 5.

**Figure 5:**
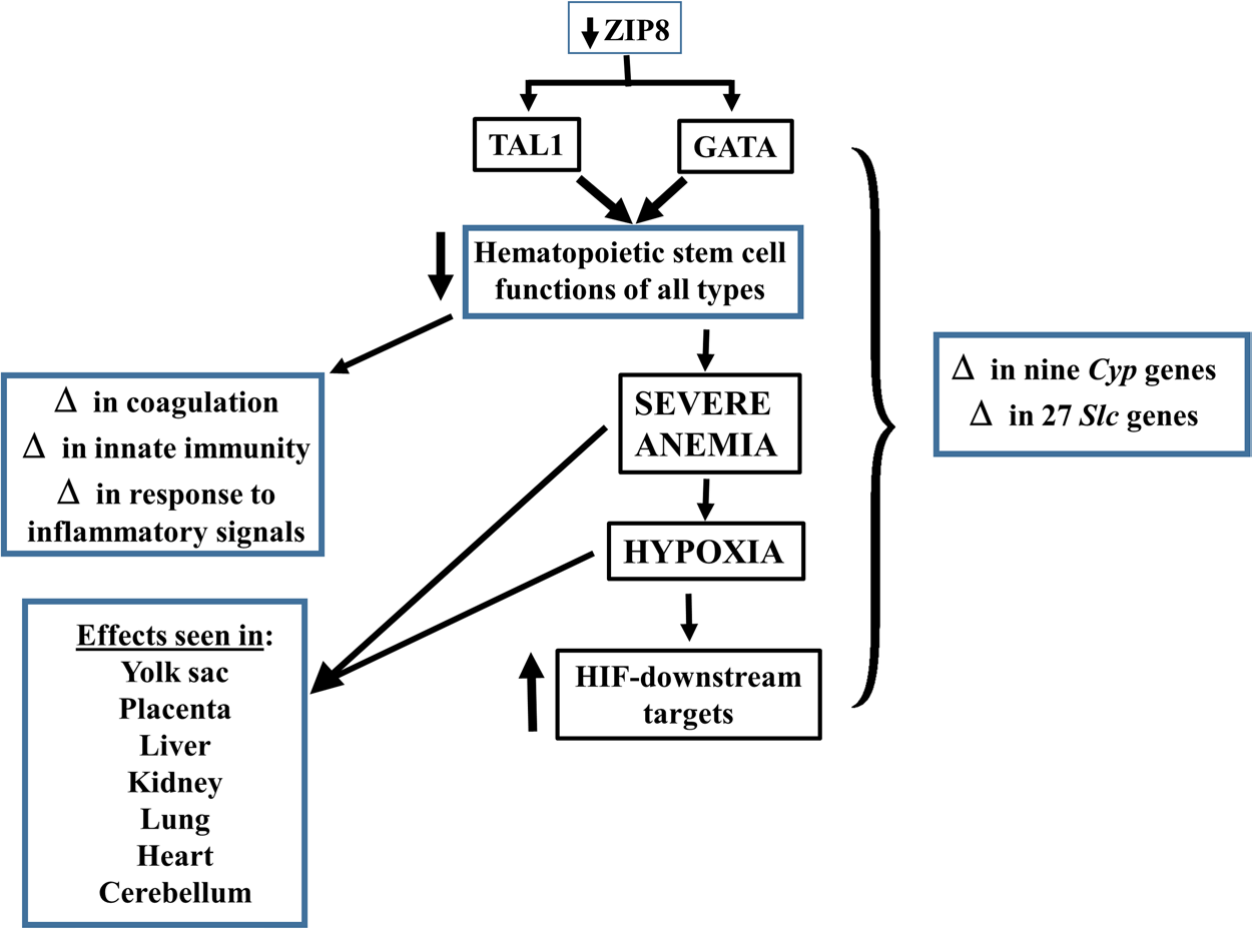
Illustration of critically affected genes and their downstream effects that most closely fit the data presented in the present study. ZIP8 deficiency (*top*), has a major impact on TAL1 and GATA transcription factors (TFs), which appear to function primarily in the hematopoietic stem cells of *Slc39a8(neo/neo)* GD13.5 yolk sac. This function then causes severe dysregulation of hematopoietic stem cell fate and striking anemia in yolk sac, which is visibly obvious [*in* Fig. S2 *of ref*.^13^]. Moreover, hematopoiesis in yolk sac is well known to precede that in liver and then spleen and marrow [*cf*. Fig. S4 *of ref*.^13^]. Downstream effects, as development proceeds, include severe anemia and defects in coagulation, innate immunity, and response to inflammation. The striking anemia leads to a hypoxia response which is seen in all tissues examined, but largely in yolk sac. TAL1, T-cell acute lymphocytic leukemia protein-1 TF. GATA, family of six zinc-finger TFs that regulate hematopoietic stem cell fate. Interactions between TAL1 and GATA exist^61^ [*see text*]. ZIP8-deficiency, plus the result of all these downstream changes, alter the expression of nine *Cyp* genes and 27 *Slc* genes (excluding *Slc39a8*); these changes are mostly unique to one tissue, as detailed in Supplementary Table S1. Δ denotes “changes in”. HIF, hypoxia-inducible factor.

To our knowledge, we know of no studies, reported to date, that dissect the mechanism behind why or how the knockdown of one critically important transporter gene can result in the up- and down-regulation of so many dozens of other transporter genes — and many of the transported moieties are not ions. These intriguing data represent many new avenues of possible experiments for future fascinating studies of whole-genome interactions.

## Material and Methods

### Animals

Cloning details for generating the viable *Slc39a8*(+*/neo)* heterozygous mouse line were described previously^12^. At 6–10 weeks of age, *Slc39a8*(+*/neo)* heterozygous males and females were bred. The morning on which the vaginal plug was found – was considered GD0.5. Individual *Slc39a8*(+/+), *Slc39a8*(+*/neo)* and *Slc39a8(neo/neo)* yolk sacs and placentas at GD13.5 were collected and genotyped; heterozygotes were discarded. Fetal liver, kidney, lung, heart and cerebellum at GD16.5 were also collected and genotyped.

All mouse experiments were conducted in accordance with the National Institutes of Health standards for the care and use of experimental animals. All experimental protocols were approved by the University of Cincinnati College of Medicine (IACUC) Institutional Animal Care and Use Committee [protocol #11-09-12-01].

### Total RNA Extraction

RNeasy Micro kit (Qiagen) was used for total RNA extraction. Each sample, together with Buffer RLT, were added to ceramic-beads (1.4-mm) in tubes and homogenized by using the Precellys homogenizer (Cayman Chemical Company; Ann Arbor, MI). RNA extraction was then performed, following manufacturer’s recommendations.

### RNA-Seq for differential gene expression profiling

For each RNA-seq sample, 1 μg RNA was used (which required two or more mice per sample). RNA-seq was performed at the Genomics, Epigenomics and Sequencing Core at the University of Cincinnati. To prepare the RNA library for sequencing, we used TruSeq RNA Library Prep Kit (Illumina; San Diego, CA), according to manufacturer’s instructions. In brief, poly(A+) RNA was purified from total RNA and then fragmented before cDNA synthesis. Double-strand cDNA fragments were then end-repaired and TA-ligated to the sequencing adapter; the specific index was added to the library during the PCR amplification step. After 12 cycles of PCR enrichment, library quality was evaluated by a Bioanalyzer High Sensitivity chip and quantified by Kapa Library Quantification kit (Kapa Biosystem; Wilmington, MA), using the ABI 9700HT real-time PCR system (Thermo Fisher; Waltham, MA). Next, six individually indexed cDNA libraries were pooled in equal amounts for clustering in the cBot system (Illumina). Libraries were clustered onto a flow cell at concentration of 15 pM, using Illumina’s TruSeq SR Cluster Kit v3, and then sequenced for 50 cycles using TruSeq SBS kit on the Illumina HiSeq system. Each sample was expected to generate ~30 million reads.

### Bioinformatics analysis

Sequence reads were aligned to the genome by using the standard Illumina sequence analysis pipeline, which was analyzed by the Statistical Genomics and Systems Biology Core at the University of Cincinnati. Analyses included determinations of: [a] RNA-seq data quality control (QC) results; [b] all gene expression levels for the RNA samples; and [c] significantly differentially-expressed genes between the two groups, *Slc39a8(neo/neo)* vs *Slc39a8*(+/+). Genes with counts per million (CPM) >1 in at least three samples were used for further analysis. Differential expression analysis was performed using DESeq.^73^. The Benjamini–Hochberg procedure^74^ was applied to adjust *P*-values for False Discovery Rate (FDR). Genes with FDR-adjusted *P*-values of <0.1 were considered as significantly differentially-expressed.

In addition to differential-expression analysis for individual tissues, meta-analysis was performed to identify genes that tend to change in the same direction across all tissues. The meta-analysis used Fisher’s combined probability test to integrate empirical *P*-values from all tissues. The empirical *P*-value for gene ***i*** in tissue ***j*** is defined as r_ij_ = rank(s_**ij**_)/N, and s_**ij**_ = sign(f_**ij**_) **×** [−log_**10**_(p_**ij**_)], where f_**ij**_ is the log_**2**_ fold-change of gene ***i*** in tissue ***j***, p_**ij**_ the *P*-value of differential expression of gene ***i*** in tissue ***j***, and N the total number of genes. See footnote of Supplemental Table S2 for a detailed description. The empirical *P*-value, based on gene rank, was less prone to an extreme effect in any individual tissue; thus, it was more robust, when compared with the original *P*-value from differential analysis. FDR-adjusted *P*-values of <0.1 were used as the cut-off for genes that tend to be differentially-expressed in all tissues.

Functional analysis of differentially-expressed genes was further performed. Because too few genes were significant at FDR < 0.1, a less-stringent cut-off *P*-value of <0.05 and absolute fold-change of >2 was used, in order that a sufficient number of differentially-expressed genes could be used for statistical functional enrichment analysis. This would potentially result in a gene list having an increased number of false positives. Therefore, the purpose of the relaxed cut-off was to explore new hypotheses, rather than to derive individual candidate genes for validations. Specifically, MouseMine^75^ was used to identify significantly enriched gene ontology (GO) categories. Signaling-pathway impact analysis (SPIA) methodology^76^ – with number of differentially-expressed (NDE) genes >1; and FDR-corrected global *P*-value for each gene (pGFdr) <0.2 as cutoff] was used to identify significantly impacted Kyoto Encyclopedia of Genes and Genomes (KEGG)-signaling pathways. Ingenuity Pathway Analysis (IPA) was used to create the summary report and network figure.

In order to search for upstream regulators causing the observed changes in transcriptomes, the transcription-factor-binding site (TFBS) enrichment analysis was performed for promoters of differentially-expressed genes, as well as the significant genes from meta-analysis using Pscan^77^. For each TFBS, Pscan calculates a matching score for each promoter and compares the average matching score in a gene list vs those throughout the rest of the genome. If the average score is significantly higher in that gene list than the rest of the genome, then Pscan flags this TFBS as significant for this gene list. In this analysis, TF binding profiles in the JASPAR 2016 CORE database [http://jaspar.genered.net] was used, and promoter regions from −450 to +50 were considered. Significant TFBS genes were selected by Bonferroni corrected *P*-values of <0.1, as recommended by PScan.

All bioinformatics analyses, except for the tools mentioned above, were performed using the statistical computing platform R, and heat maps were plotted using the R package ComplexHeatmap^78^. We have uploaded our *Slc39a8* RNA-seq data onto Gene Expression Omnibus (GEO). The link to our dataset is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111080.

## Electronic supplementary material

Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

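RNA was measured in yolk sac and placenta of GD13.5 and in liver, kidney, lung, heart and cerebellum of GD16.5 conceptuses, in Slc39a8(neo/neo) and wild-type mice. The authors pooled RNA from several mice for each sample, made poly(A)-selected libraries and sequenced them on a HiSeq instrument. The read counts per gene were made by the authors before the table was deposited, with CASAVA, TopHat and the mm10 genome according to the submitters' notes, which state no versions. The counting program, the annotation and the strand setting are not given in the sources used here. The table holds whole counts for 17163 genes by Entrez identifier in 40 libraries, after the authors' filter of more than 1 CPM in at least 3 samples, and all 17163 passed that filter again here. Gene symbols and positions came from the mm10 reference, and 52 identifiers had no match.

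Each genotype has 3 libraries per tissue and 2 in liver. Conditions were taken from the sample labels, which all libraries kept. The median total was 5649397 counts in wild-type and 7823116 in neo/neo yolk sac, 5169552 and 5326369 in placenta, 5783698.5 and 7438747 in liver, 6703700 and 7211073 in kidney, 6354803 and 7068213 in lung, 7622030 and 8490139 in heart, and 5860937 and 5142924 in cerebellum. At these depths a gene with 0 counts in a group was given a floor of 3 counts over the group, and list medians were also taken with such genes at that bound. Over 64 list and tissue pairs called, this moved a median by at most 2.59 and changed the sign of 0.

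Counts were analysed in R 4.3.3. Within each tissue, edgeR 4.0.16 fitted the genotype with TMM normalization and its quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes and FDR < 0.1 as the threshold. The relaxed cut-off was an unadjusted P < 0.05 with absolute fold-change >2, as in the paper. CPM values given as means are of TMM-scaled counts per library with SD, and errors of log2 fold-changes are standard errors of the fit. The CPM of Slc12a1, Snap25, Sftpc and Alb in single libraries was taken over the library total without TMM scaling. So was the mean log2 CPM of the hypoxia list per library. Slc39a8 was also tested by exact permutation of log2 CPM with a pseudocount of 1. The meta-analysis ranked signed p-values within each tissue and combined the ranks by Fisher's method, each direction on its own.

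Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, where at least 5 members were measured, with Benjamini-Hochberg adjustment over 231 pairs of 33 lists and 7 tissues. Overlaps with the relaxed cut-off were tested by Fisher's exact test. It takes genes as independent, so its p-values do not measure the spread between libraries. The lists stand in for the published TAL1, GATA1 and HIF target lists, which were not used here, and some of their genes are also named in the paper. Where the paper names them as changed in these samples, counts and tests that include them are not independent evidence. Differences of the genotype effect between tissues were tested in a fit of all libraries, and genes within 20 Mb of Slc39a8 were compared with the rest of the genome by Fisher's exact test.

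The genes named were, per tissue, up to 10 in each direction with the smallest p at FDR < 0.1, Slc39a8 in every tissue, the genes that the paper names in Table 2, Fig. 3, Fig. 4 and its text, up to 4 members with the smallest p of each list described, and the 10 genes with the smallest combined p in each direction of the meta-analysis. The genes of Table 2, Fig. 3 and Fig. 4 had been seen in the paper. Other genes, such as Snap25, Sftpc, Alb, Rhag, Vegfa and Slc2a1 where they fall outside this rule, were chosen after their values were seen.

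The tests within tissues were tried on simulated data made from the counts, with 200 genes changed. At a fold of 4, edgeR found 65 of 67 changed genes in yolk sac, 49 of 67 in lung and 3 of 67 in kidney at FDR < 0.1, and it called 13, 25 and 7 of 16963 unchanged genes. The meta-analysis was tried on random values not made from the counts, with genes and tissues independent of one another. There, 20 of 20 genes lowered in all 7 simulated tissues were found, with 1 unchanged gene. Correlated genes and tissues that may share animals were not simulated.

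Alternatives were DESeq2 1.42.0, RLE normalization, no low-count filter, the filter of filterByExpr, a joint fit of all tissues, each library left out in turn, each tissue left out of the meta-analysis, camera with an estimated correlation, fry, and windows of 10 and 30 Mb. Leaving out together the libraries labelled lung wild-type 7, kidney wild-type 8 and cerebellum wild-type 9 was added after the data were seen. Pathway, promoter and protein analyses of the paper were not repeated here.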

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

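The tests on exchanged labels, on mixed RNA and on the library labelled lung wild-type 7, the splits that keep sets of libraries together and the setting without 3 libraries were chosen after the results were seen.

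The genotype effect differed between placenta and kidney for 7 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold-change in placenta minus that in kidney was 7.78 for Hemgn, a nuclear protein of erythroid precursors, 6.72 for the manganese exporter Slc30a10, 6.49 for the red cell ankyrin Ank1, 5.67 for the globin repressor Bcl11a, 4.93 for the protease inhibitor A2m, 3.85 for the blood stem cell factor Tal1 and 2.46 for Pik3ip1, an inhibitor of phosphoinositide kinase. The general test across all 7 tissues called 0 genes (lowest adjusted p = 0.3001), and 10 without the libraries labelled lung wild-type 7, kidney wild-type 8 and cerebellum wild-type 9. In kidney, Hemgn was at -0.79 without wild-type replicate N3 and Bcl11a at -1.23 without the library labelled wild-type 8, while Slc30a10, Ank1 and Tal1 stayed at -3.25, -2.70 and -1.88 or below on leaving out any 1 library.

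In the meta-analysis, genes outside those the paper discusses passed FDR < 0.1. Ifi202b, an interferon-induced gene, was lower in 6 of 7 tissues (adjusted p = 0.00657 in Fisher's combined test). Sycp1, a protein of meiotic chromosomes, was higher in 5 (adjusted p = 0.00237), and P4ha1, Capn15, Plod2 and Myh3, which encode collagen hydroxylases, a protease and a myosin, were higher in 5 each (adjusted p = 0.0941). In lung, Sycp1 had 29.96 ± 51.7 CPM (SD, n = 3) in neo/neo, so that the mean rests almost wholly on a single library.

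The libraries labelled lung wild-type 7, kidney wild-type 8 and cerebellum wild-type 9 were unlike their labelled tissue. RNA of another tissue mixed into otherwise correct libraries was to be rejected if the median marker of the labelled tissue lay under 10% of its usual level in each. It lay at 15.9% in lung 7, which missed that limit, 5.52% in kidney 8 and 1.01% in cerebellum 9. Kidney itself held the lung markers at a median of 13.8%. Over the markers that the best correlated tissue holds under 10%, a subset the test as set did not name, the medians were 3.24% or less and the highest marker lay at 9.16%. These values argue against such a mixture. An exchange of the tissue labels among the 3 may be a candidate explanation, since 3 of 3 correlated best with another of these labels. No biological explanation was tested, and the labels were kept.

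Hepatocyte genes mostly had lower estimates in neo/neo lung. Of 33 markers, 30 were lower and 2 higher, with 0 past FDR < 0.1 over all genes in edgeR. The list call by camera was lost with an estimated correlation (adjusted p = 0.814). The library labelled lung wild-type 7 was excluded as the whole cause, as 19 abundant hepatocyte genes outside Table 2 had a median log2 fold-change of -1.88 with it and -1.84 without it. Liver tissue or its RNA in the wild-type lung libraries cannot be told apart from an effect of genotype, because both predict that median and the correlation of 0.938 (Spearman) across hepatocyte genes between wild-type lung and liver. Liver RNA was also predicted to give unequal levels between the wild-type lung libraries. Their medians were 4.03%, 4.09% and 4.00% of the level in liver, so that part was not met. By deposited label, the levels follow genotype in 5 of 6 libraries, with neo/neo replicate 2 between. These 5 include the library labelled lung wild-type 7, which correlated best with kidney, so its level may not be one of lung.

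Genes near Slc39a8 were changed in some tissues. Within 20 Mb, 1 of 203 genes passed FDR < 0.1 in yolk sac, Adh7, against 5 elsewhere (odds ratio 16.7, Fisher's exact test, p = 0.0691), and Gbp1 was higher in 6 tissues. Cisd2 and Fabp2, called lower in the meta-analysis with lower estimates in 7 tissues each, also lie within 20 Mb. The odds ratio past the relaxed cut-off was 3.05 in placenta (Fisher's exact test, adjusted p = 0.00132), 2.13 in liver and 2.10 in cerebellum (adjusted p = 0.0453 in each, and 0.503 and 0.446 within 10 Mb, where both calls were lost), 1.86 in yolk sac (adjusted p = 0.153), and 0.85 in kidney, 0.98 in lung and 0.97 in heart (adjusted p = 1 in each). Within 10 Mb the odds ratio was 1.73 in liver and 2.08 in cerebellum, with fewer genes. Within 30 Mb it was 2.00 and 1.83 (Fisher's exact test, adjusted p = 0.0430 and 0.0760). Flanking sequence of the targeted chromosome, a local effect of the cassette and an effect of lower Slc39a8 cannot be told apart, since every neo/neo library carries all of them.

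For single tissues, 3 libraries against 3 give too few splits (10) for a share under 0.05. In the order genes at FDR < 0.1, genes past the relaxed cut-off and lists called, the splits as large as the real one, the real value and the highest other were as follows. Yolk sac had 2 (6, 4060), 2 (373, 1196) and 4 (7, 11). Placenta had 4 (1, 19), 6 (482, 907) and 4 (6, 8). In liver, where 2 libraries against 2 give 3 splits, they were 3 (0, 6), 3 (499, 655) and 2 (7, 8). Kidney had 10 (0, 6), 2 (885, 1060) and 9 (11, 21). Lung had 10 (0, 6), 5 (517, 1091) and 4 (13, 18). Heart had 10 (0, 269), 7 (173, 343) and 3 (9, 12). Cerebellum had 10 (0, 3), 3 (507, 613) and 1 (14, 13). The yolk sac split with 4060 genes sets neo/neo 26, neo/neo 36 and wild-type 34 against the rest and points to a structure of the samples that crosses genotype, with a hypoxia median of 0.65. The heart split with 269 genes does so too. In the meta-analysis, splits drawn tissue by tissue gave as many lower genes as the real 58 in 4 of 100 (highest other 195) and as many higher genes as the real 8 in 26 of 100 (highest other 41). The label numbers run in sets over the tissues of a day, so that tissues may share animals, which these draws leave out of account. Splits that put each set on 1 side in every tissue gave as many lower genes in 15 of 100 and as many higher genes in 57 of 100 (highest other 143 in each), so that chance was not excluded for either direction.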

How the results depend on the processing

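The setting without 3 libraries was chosen after the data were seen. No pairing of neo/neo with wild-type libraries was possible because the label numbers differ between genotypes. The joint fit and the tests between tissues took all libraries as independent, though tissues may share animals. Of 75 values of Slc39a8 under an alternative, 73 were below 0, and 5 passed FDR < 0.1. Of 2151 values in all, 8 changed direction without a call. RLE normalization and no low-count filter changed no result of a comparison by the measure used here. The deposited table already held only genes past the authors' filter. The run without a filter therefore could not bring back low-count genes and says little about filtering. Where values moved, the cause was not tested, except that filterByExpr tests fewer genes. In simulated data the test found 3 of 67 genes at a fold of 4 in kidney, 49 in lung and 65 in yolk sac, each with 3 libraries per group; the reason was not tested.

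With DESeq2, genes at FDR < 0.1 were 45 in yolk sac, 3 in placenta, 2 in liver, 26 in kidney, 6 in lung and 1 in heart. The relaxed cut-off gave 213 in yolk sac, 239 in placenta, 57 in heart and 285 in more than 1 tissue. Slc39a8 in yolk sac was at -2.02 (adjusted p = 9.5e-07). The overlap of hemoglobin genes went to an odds ratio of 28.3 in kidney and 0 in heart.

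With filterByExpr, placenta had 0 genes at FDR < 0.1 in edgeR (601 at an unadjusted p under 0.05 before that filter). It left 189 past the relaxed cut-off in yolk sac, 174 in placenta, 233 in liver, 546 in kidney, 240 in lung, 32 in heart and 266 in cerebellum, or 1680 pairs, 1499 unique genes and 152 in more than 1 tissue.

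In the joint fit, genes at FDR < 0.1 were 0 in yolk sac and placenta, 1263 in kidney and 612 in cerebellum. The relaxed cut-off gave 2267 in kidney, 85 in heart and 1721 in cerebellum, or 6242 pairs and 5610 unique genes. Slc39a8 in cerebellum was at -1.54 (adjusted p = 0.0945), and 3 genes were lower in the meta-analysis.

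Without 3 libraries, 149 genes were lower and 20 higher in the meta-analysis, and the difference between tissues was called for 10 genes in any tissue, 119 between placenta and kidney and 1 between yolk sac and liver. The meta-analysis gave 23 lower and 3 higher genes without yolk sac, 28 and 5 without placenta, 35 and 2 without liver, 33 and 1 without heart, 5 higher without lung and 35 lower without cerebellum. Lists called were 0 with an estimated correlation and 1 by fry. With a 10 Mb window the odds ratio was 1.73 in liver (adjusted p = 0.503) and 2.08 in cerebellum (adjusted p = 0.446), so that both calls were lost.

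Each library was left out in turn; in liver this leaves 1 library in an arm, assumed to vary like the other group. Genes at FDR < 0.1 ranged from 0 to 54 in yolk sac, 0 to 109 in placenta, 26 to 2736 in liver, 0 to 9 in lung, 0 to 19 in heart and 0 to 6 in cerebellum, and stayed at 0 in kidney. For the relaxed cut-off they ranged from 248 to 978 in yolk sac, 338 to 778 in placenta, 258 to 2578 in liver, 130 to 1715 in kidney, 200 to 846 in lung, 147 to 262 in heart and 71 to 1542 in cerebellum. Pairs ranged from 2681 to 5515, unique genes from 2263 to 4666, genes in more than 1 tissue from 363 to 729, in 2 from 318 to 633, in 3 from 36 to 89 and in 1 from 1900 to 3937. The meta-analysis ranged from 29 to 114 lower and 1 to 14 higher genes, with an adjusted p of Slc39a8 from 1.14e-05 to 4.46e-04. Lists called ranged from 59 to 69. Slc39a8 ranged from -2.22 to -1.55 in yolk sac, -2.04 to -1.44 in placenta, -1.18 to -0.43 in liver, -0.73 to 0.33 in kidney, -0.39 to 0.17 in lung, -0.86 to -0.32 in heart and -1.91 to -0.58 in cerebellum. Reversed medians were 1.01 for hepatocyte markers in placenta without wild-type 29 (lowest -2.86), -0.52 for trophoblast markers in yolk sac without neo/neo 30 (highest 4.72), 1.34 for visceral endoderm in placenta without wild-type 29 (lowest -3.34), -0.62 for hepatocyte markers in heart without neo/neo 5 (highest 1.51), -0.0038 for endothelium in kidney without wild-type 8, alone or with the other 2 (highest 0.80), 0.040 for endothelium in cerebellum without wild-type 9, alone or with the other 2 (lowest -1.82), and, in the direction of the list statistic, -0.14 for neuron and glia markers in kidney without wild-type 8, alone or with the other 2 (lowest -6.84).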

Differences from the paper's values

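Counts are set beside the paper's at its thresholds, with edgeR in place of its DESeq. Here 2 counts are said to differ where 1 is more than 1.5 times the other. At FDR < 0.1, the paper's count is 15 in yolk sac and 6 was found here, and every alternative set before the data were examined differed too. In placenta the paper's count is 2 and 1 was found here; DESeq2 (3), and leaving out neo/neo replicate 28 (2) or 31 (3), did not differ, and the other alternatives did. In liver the paper's count is 1 and 0 was found here (621 at an unadjusted p under 0.05 in edgeR, 2 at FDR < 0.1 by DESeq2), and no alternative removed the difference. In lung the paper's count is 13 and 0 was found here (662 at an unadjusted p under 0.05 in edgeR, 6 at FDR < 0.1 by DESeq2); only leaving out neo/neo replicate 2 (9) did not differ.

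For the relaxed cut-off, the paper's 695 pairs stand beside 3436, the paper's 646 unique genes beside 2866, the paper's 40 genes in more than 1 tissue beside 482, the paper's 33 in 2 tissues beside 410, the paper's 6 in 3 tissues beside 57 and the paper's 606 in 1 tissue beside 2384. No alternative set before the data were examined removed these differences. In yolk sac the paper's count is 165 and 373 was found here, and DESeq2 (213) and filterByExpr (189) did not differ, while the others did. The paper's 9 Cyp genes stand beside 24 and the paper's 27 Slc genes beside 73, and only filterByExpr (8 and 29) did not differ.

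In the meta-analysis, the paper's 2 higher genes stand beside 8. Of the alternatives set before the data were examined, leaving out yolk sac (3) or liver (2) did not differ, nor did leaving out 1 of 17 single libraries (2 or 3 genes each), and the others did. The paper's combined adjusted p for Slc39a8 is larger than the 9.46e-05 found here.

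All 31 log2 fold-changes of Table 2 had the same sign here and lay within 1 standard error, with a largest difference of 0.137. Of these, 7 were called here at FDR < 0.1, 17 by DESeq2, and 31 passed the relaxed cut-off. The 14 group levels of Slc39a8 in Fig. 2, read by eye, did not differ by more than the SD and 1.5 times from RPKM over the coding transcript (3533 bases). The gene length behind the figure is not stated, and 12 of the 14 differed from RPKM over all exons (7664 bases), a comparison chosen after the data were seen, so that the agreement depends on this choice.

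The legend of Fig. 3 has 2 hemoglobin genes lower in all tissues but liver. Here Hbb-b2 passed the relaxed cut-off in yolk sac, placenta, heart and cerebellum, and not in kidney (-2.33; -0.56 without wild-type N3) or lung (-0.38; 0.19 without wild-type 22). In kidney, DESeq2 calls gave an overlap of hemoglobin genes (odds ratio 28.3). Without the library labelled wild-type 8, a setting chosen after the data were seen, 7 of 9 hemoglobin genes passed (odds ratio 48.7, Fisher's exact test, adjusted p = 6.0e-07), as in the legend. Both overlaps count near-identical copies singly. The paper has Abcb1a up-regulated in lung and Met in kidney, and their log2 fold-changes here were 1.17 and 1.22, neither past the relaxed cut-off. Its text has Egln1 and Egln2 as differentially expressed without naming a tissue, and refers to its supplement, which was not read here. In the fits here neither passed the relaxed cut-off in any tissue (0.56 and 0.04 in yolk sac). The paper reports no Gata genes and no zinc-finger factors of Table 3 as changed. Here Gata2 passed the relaxed cut-off in yolk sac (2.83, and 1.66 without neo/neo replicate 30, without which the median of trophoblast markers there goes from 4.15 to -0.52). Gata3 passed in lung (-3.49, with the library labelled wild-type 7 in the wild-type mean), where Gata1 was listed at 0 in neo/neo. Hnf4a passed in placenta (-2.25), where hepatocyte and visceral endoderm markers had medians of -2.34 and -2.48, and 1.01 and 1.34 without wild-type 29. Of these genes, 0 passed FDR < 0.1 in edgeR.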

Other observations

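The test on less blood was set before its result was seen, and genes outside the naming rule were chosen after.

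In heart, markers of lung epithelium had a median log2 fold-change of 1.53 over 12 genes, or 1.26 with genes at 0 put at their bound (adjusted p = 5.0e-04 from limma's camera, adjusted p = 0.814 with an estimated correlation), and 6 were higher over the list alone. Scgb1a1, a club cell protein, was at 0 counts in wild-type heart and at 14.5 CPM in neo/neo heart, at least 120-fold higher against 3 counts over the group. In yolk sac, trophoblast markers had a median of 4.15 over 17 genes (adjusted p = 0.0508 from camera, adjusted p = 0.814 with an estimated correlation) and -0.52 without neo/neo replicate 30, and the call was also lost without wild-type replicate 32 or 34 (medians 3.96 and 4.29).

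Other lists called by camera were lost with an estimated correlation. Visceral endoderm in lung (median -2.11, or -1.97 at bounds) and hepatocyte markers in cerebellum (-1.0015) kept their calls by camera on leaving out any 1 library. The others below were each lost or turned round without at least 1 library, given with the median without it.

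Visceral endoderm had a median of -2.48 in placenta (1.34 without wild-type 29, -2.34 without neo/neo 28) and 0.22 in yolk sac (0.09 without wild-type 32). Hepatocyte markers had -3.56 in kidney (-0.57 without wild-type N3), -2.34 in placenta (1.01 without wild-type 29, -2.35 without neo/neo 28, -1.98 without neo/neo 37) and 1.17 in heart (-0.62 without neo/neo 5, 0.81 without wild-type 10, 1.23 without wild-type 25). Endothelium had 0.41 in kidney (-0.004 without the library labelled wild-type 8), 0.31 in heart (0.18 without neo/neo 20, 0.26 without wild-type 25) and -1.42 in cerebellum (0.04 without the library labelled wild-type 9, -1.20 without neo/neo 14, -1.39 without neo/neo 4). Skeletal muscle had 0.83 in lung (1.25 without the library labelled wild-type 7, 0.87 without neo/neo 17) and -1.19 in kidney, or -0.83 at bounds (-0.40 without wild-type N3). Intestine and pancreas had -1.08 in liver (0.13 without wild-type N1, -1.17 without neo/neo 11).

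The 12 genes named as GATA1 targets had -2.25 in kidney (-0.59 without wild-type N3, -2.49 without wild-type 23) and -0.73 in lung (-0.25 without wild-type 22, -0.53 without neo/neo 12, -0.65 without neo/neo 17). Interferon genes had 0.20 in placenta (0.12 without wild-type 35), 0.51 in liver (-0.15 without neo/neo 11, 0.40 without wild-type N1) and 0.45 in kidney (-0.12 without neo/neo 13, 0.36 without wild-type 23, 0.27 without the library labelled wild-type 8). In cerebellum, neutrophil and mast cell markers had -2.21, or -1.25 at bounds, and 0 without the library labelled wild-type 9 (adjusted p = 0.647 from camera), and thymus and lymphocyte markers had 0.44 (-0.05 without that library, 0.44 without neo/neo 14, 0.39 without wild-type N4).

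Lists of cardiomyocytes, decidua, adrenal and gonad, macrophages, sex genes and factors of Table 3 did not pass in any tissue by camera with all libraries. Without the libraries labelled lung wild-type 7, kidney wild-type 8 and cerebellum wild-type 9, left out after the data were seen, camera called macrophage markers (median -1.63), hemoglobin (-2.39), megakaryocyte markers (-1.94), neutrophil and mast cell markers (-2.24), fibroblast markers (-3.04) and the amino acid response (-0.37) in kidney, hemoglobin (-0.59) and thymus and lymphocyte markers (-3.49) in lung, and lung epithelium markers (0.13) and the hypoxia response (0.18) in cerebellum, none of which passed with them. Lost without them were also neuron and glia markers in cerebellum (0.53, then 0.001) and lung (0.51, then 0.45), and visceral endoderm and the amino acid response in cerebellum (-0.49, then -0.03, and 0.28, then 0.24). Of the 5 sex genes, the 4 that are Y-linked were nonetheless lower past the relaxed cut-off and over the list alone in yolk sac and in placenta (medians of the 5 genes -8.10 and -6.41), while Xist, which goes the other way, had a higher estimate. In yolk sac 1 wild-type library and 0 neo/neo libraries held Ddx3y above Xist, and in placenta 0 of either genotype did.

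Of 9 hemoglobin genes, 6 were lower and 3 higher in estimate in yolk sac, a list call lost with an estimated correlation (adjusted p = 0.814 from camera). Fewer erythroid cells of every kind could give lower hemoglobin transcripts. The values argue against this as the whole cause in yolk sac. Other erythroid genes had a median log2 fold-change of 0.37 (0.18 to 0.53 on leaving out 1 library), with 39 of 52 higher and 12 lower in estimate, while hemoglobin genes had -1.10. The erythroid list call was itself lost with an estimated correlation (adjusted p = 0.814 from camera) and without wild-type replicate 27 (adjusted p = 0.125 from camera), so that it was not excluded outright.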
